# Intestinal neuropod cell GUCY2C regulates visceral pain

**DOI:** 10.1172/JCI165578

**Published:** 2023-02-15

**Authors:** Joshua R. Barton, Annie K. Londregan, Tyler D. Alexander, Ariana A. Entezari, Shely Bar-Ad, Lan Cheng, Angelo C. Lepore, Adam E. Snook, Manuel Covarrubias, Scott A. Waldman

**Keywords:** Gastroenterology, Neuroscience, Guanylate cyclase, Neuroendocrine regulation, Pain

## Abstract

Visceral pain (VP) is a global problem with complex etiologies and limited therapeutic options. Guanylyl cyclase C (GUCY2C), an intestinal receptor producing cyclic GMP(cGMP), which regulates luminal fluid secretion, has emerged as a therapeutic target for VP. Indeed, FDA-approved GUCY2C agonists ameliorate VP in patients with chronic constipation syndromes, although analgesic mechanisms remain obscure. Here, we revealed that intestinal GUCY2C was selectively enriched in neuropod cells, a type of enteroendocrine cell that synapses with submucosal neurons in mice and humans. GUCY2C^hi^ neuropod cells associated with cocultured dorsal root ganglia neurons and induced hyperexcitability, reducing the rheobase and increasing the resulting number of evoked action potentials. Conversely, the GUCY2C agonist linaclotide eliminated neuronal hyperexcitability produced by GUCY2C-sufficient — but not GUCY2C-deficient — neuropod cells, an effect independent of bulk epithelial cells or extracellular cGMP. Genetic elimination of intestinal GUCY2C amplified nociceptive signaling in VP that was comparable with chemically induced VP but refractory to linaclotide. Importantly, eliminating GUCY2C selectively in neuropod cells also increased nociceptive signaling and VP that was refractory to linaclotide. In the context of loss of GUCY2C hormones in patients with VP, these observations suggest a specific role for neuropod GUCY2C signaling in the pathophysiology and treatment of these pain syndromes.

## Introduction

Visceral pain (VP) is a debilitating and prevalent condition, affecting 25% of adults, resulting in over 20 million outpatient visits annually (1, 2). The most common causes of VP are irritable bowel syndrome (IBS) and inflammatory bowel disease (IBD), which have complex etiologies and a paucity of therapeutic options (3, 4). While opioids are often prescribed to relieve pain, they can exacerbate disease, decrease quality of life, and lead to tolerance and dependence (5). There is an unmet need for new nonopioid analgesics to provide safe and effective treatments for patients with VP (5, 6).

Guanylyl cyclase C (GUCY2C), a brush-border transmembrane-receptor enzyme expressed by epithelial cells throughout the intestine, has emerged as a novel therapeutic target in VP (7). Endogenous GUCY2C agonists uroguanylin (GUCA2B) in the small intestine and guanylin (GUCA2A) in the colorectum bind to the extracellular domain of GUCY2C and induce the intracellular catalytic domain to produce cyclic GMP (cGMP) (8–10). This cyclic nucleotide regulates protein kinase G II (PRKG2), which drives intestinal fluid secretion (11, 12). In that context, the synthetic GUCY2C agonists linaclotide and plecanatide are approved for oral treatment of chronic constipation syndromes like constipation-type IBS (IBS-C) and chronic idiopathic constipation (CIC) (13–15).

Beyond constipation, clinical studies revealed that oral GUCY2C agonists linaclotide and plecanatide relieve VP in patients with IBS-C (16–22). Similarly, oral or intra-rectal GUCY2C agonists reduce VP elicited by colorectal balloon distension (CRD) in rodents after, but not before, chemically induced sensitization by colorectal inflammation (18–21, 23). Analgesia produced by those agonists required GUCY2C expression, and they were without effect on VP in GUCY2C-deficient mice (19–23). GUCY2C-agonist relief of VP was associated with reduced firing of colonic visceral–afferent nerves and decreased activation of ascending-nociceptive signaling in the spinal dorsal horn quantified by neuronal phosphorylation of ERK (pERK) (19–23).

The mechanism for GUCY2C agonist–induced analgesia has remained elusive. Current hypotheses posit that GUCY2C agonists induce bulk intestinal epithelial cells to secrete extracellular cGMP, which serves as a neuromodulator of submucosal visceral afferent nerves, inhibiting pain signaling (19–23). Indeed, extracellular application of cGMP reduced the firing of colonic visceral afferent nerves in ex vivo preparations and increased the rheobase, or threshold for the neurons to fire (22). However, this model is incomplete, and the mediator of extracellular cGMP’s inhibitory action on the visceral afferent nerve fibers has not yet been identified (22).

Here, we identify a rare (< 1%) type of epithelial cell selectively enriched in the proximal small intestine of mice and humans that over expresses GUCY2C. These GUCY2C^hi^ cells differentially express markers of EECs and neurons, but not GUCY2C hormones or the machinery characterizing fluid and electrolyte secretion. Further, they extend basal pseudopodia into the lamina propria in close apposition to submucosal neurons. Indeed, morphologic, transcriptomic, and protein analyses suggest that GUCY2C^hi^ cells are recently identified neuropod cells that mediate afferent and efferent synaptic transmission between the gut and central nervous system (24–28). Neuropod cells are a subtype of enteroendocrine cell first identified by their unique morphology, including basal pseudopods, and their interaction with neurons and glia (25, 26). Subsequent studies revealed that neuropod cells form functional synapses with peripheral neurons in coculture and transmit signals directly to neurons through canonical neurotransmitters (24, 27, 28). Similarly, GUCY2C^hi^ intestinal cells establish functional connections with cocultured dorsal root ganglion (DRG) neurons. Under basal conditions without GUCY2C agonists, GUCY2C^hi^ cells spontaneously amplify DRG-neuron excitability. Conversely, the GUCY2C agonist linaclotide eliminates this excitability in DRG neurons only when DRG neurons are cocultured and interacting with GUCY2C^hi^ cells. The inhibitory effect of linaclotide is not recapitulated in cocultures with GUCY2C-deficient neuropod cells or by administering extracellular cGMP. Moreover, selectively eliminating GUCY2C expression in neuropod cells in mice produced a spontaneous VP syndrome and abolished the ability of oral linaclotide to relieve VP.

Together, these observations suggest that GUCY2C in GUCY2C^hi^ small intestinal neuropod cells dynamically modulates afferent-neuron excitability. Moreover, they suggest that these cells specifically mediate the analgesia produced by oral GUCY2C agonists, through a mechanism that dampens neuron excitability produced by neuropod cells. Because GUCY2C hormones are lost in chronic-constipation syndromes (29), it is tempting to speculate that the resultant attenuation of GUCY2C paracrine signaling in neuropod cells could contribute to the pathophysiology of VP in those conditions.

## Results

### GUCY2C was overexpressed by rare, morphologically distinct, intestinal cells.

GUCY2C is heterogeneously produced by the intestinal epithelium, with overexpression (GUCY2C^hi^) seen in rare mucosal cells in mice and humans (Figure 1, A and B). GUCY2C^hi^ cells have a distinct morphology compared with other intestinal epithelial cells, with extension of basal pseudopods into the submucosa (Figure 1, A and B). Individual cells overexpressing GUCY2C were visualized as distinct puncta in the intestinal mucosa of novel transgenic mice expressing GFP driven by the GUCY2C promoter (GUCY2C-GFP; Figure 1C). Cells with distinct pseudopodia overexpressing GFP developed in enteroids prepared from GUCY2C-GFP mice (Figure 1D). GUCY2C and GFP overexpression precisely coincided in the mucosa of GUCY2C-GFP mice, and GFP^hi^ cells purified by FACS were rare [0.22% + 0.5 (n = 3)] (Figure 1, E and F). FACS-sorted GUCY2C-GFP^hi^ cells overexpressed GUCY2C mRNA (Figure 1G) and produced exaggerated cGMP responses to the GUCY2C agonist linaclotide (Figure 1H) compared with bulk intestinal epithelial cells (GFP^med^). Flow cytometry of intestinal epithelium revealed that these cells are concentrated in the small intestine compared with the colorectum and are distributed throughout the crypt-villus axis (Supplemental Figures 1 and 2; supplemental material available online with this article; https://doi.org/10.1172/JCI165578DS1). These observations reveal what we believe to be a previously unknown rare population of intestinal epithelial cells with a unique morphology and amplified GUCY2C expression and function.

### GUCY2C^hi^ cells differentially expressed enteroendocrine and neuronal transcripts.

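RNA sequencing covered small intestinal epithelial cells of 5 litter-matched Gucy2c-GFP reporter mice of the outbred CD1/ICR stock, aged 10 weeks. From each mouse, 20000 cells with high GFP fluorescence (GUCY2C hi) and 20000 cells with medium fluorescence (GUCY2C med) gave 1 library each, 10 libraries in all. The libraries of each group bear the numbers 2, 7, 12, 14 and 15, which were taken as the numbers of the mice. The sequencing provider prepared the libraries, aligned the reads and counted them, and the deposited table lists 54532 genes with an unnormalized read count and an FPKM value for each library. Between 13090212 and 13520800 reads per library were counted on genes in GUCY2C hi cells (median 13344439), and between 10903958 and 15307932 in GUCY2C med cells (median 14236679). The 20 most abundant genes took between 14.3% and 27.3% of these counts in GUCY2C hi cells and at most 17.5% in GUCY2C med cells. The sample labels name the genome build mm9, whereas 99.8% of 37708 gene symbols in the table lie where GRCm38 places them and 9.38% of 32640 where NCBIM37, the build also called mm9, does. Positions are therefore given on GRCm38. The test covered the 15703 genes with more than 0.5 cpm in at least 3 libraries. Counts were normalized by edgeR's TMM method, and the groups were compared by its quasi-likelihood test with Benjamini-Hochberg adjustment and a threshold of 0.01. The paper's text names limma and edgeR but no model, and the fit had no term for the mouse. Levels are given as TMM-normalized cpm, with the SD over 5 mice. Where an exact permutation test is given, it is two-sided on log2 values, and 5 libraries against 5 allow no p below 0.00794.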

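Adjusted p was under 0.01 for 2186 genes higher and 1381 genes lower in GUCY2C hi cells. The authors' deposited comparison holds 2126 genes higher and 1794 lower at the same threshold, and 1992 of the higher and 1349 of the lower genes are called in both. With limma-voom the counts here were 2129 and 1797, close to theirs. Among the alternatives at this threshold, the count of higher genes moved by the most genes with the mouse number as replicate block in edgeR, to 1294. The count of lower genes moved by the most genes with limma's voomWithQualityWeights, to 2388. Library size only, without TMM, gave 2910 higher and 557 lower. Leaving out 1 library at a time gave from 1663 to 2546 genes higher and from 506 to 1606 lower, the fewest lower without the GUCY2C hi library of mouse 2. The genes of 8 gut hormones and secretory proteins, Pyy, Nts, Gcg, Sct, Gip, Chga, Cck and Ghrl, were all higher, in 5 of 5 mice and with no overlap between the groups (exact permutation test, p = 0.00794 for each); all 8 also passed when adjusted over the list alone. Pyy (ENSMUSG00000017311), on chromosome 11 from 102106676 to 102107832, had 2825 ± 1098 cpm (SD, n = 5) in GUCY2C hi cells and 0.810 ± 0.539 cpm (SD, n = 5) in GUCY2C med cells. Its log2 fold change was 11.77 (standard error 0.68, adjusted p = 2.13e-06 from edgeR). Gip (ENSMUSG00000014351), on chromosome 11 from 96024545 to 96030831, was the most abundant of the 8 with 24060 ± 7299 cpm (SD, n = 5) against 9.51 ± 8.00 cpm. Its log2 fold change was 11.30 (standard error 1.04, adjusted p = 2.33e-05). The log2 fold changes of the others were 10.34 for Nts, 9.24 for Gcg, 9.07 for Sct, 8.61 for Ghrl, 8.57 for Chga and 7.24 for Cck, and the highest of their adjusted p was 1.54e-04, for Nts. Neurod1, a transcription factor gene labelled in Figure 2A, had a log2 fold change of 8.45 (adjusted p = 5.87e-06). Ppy had no count in GUCY2C med cells and was at least 23.5-fold higher in GUCY2C hi cells, computed against a floor of 3 counts. The 10 genes with the largest fitted log2 fold changes, among those with at least 5 cpm on average and the same direction in all 5 mice, were Cyp2j12, Pyy, Prrx2, Gip, Galr1, Ambp, Gm32585, Afp, Gm34701 and Gm40653. Of these, Cyp2j12 was at least 162-fold higher, Galr1 at least 216-fold, Prrx2 at least 125-fold, Gm32585 at least 60.4-fold, Gm34701 at least 58.3-fold and Gm40653 at least 57.9-fold, since each had at most 3 counts in every GUCY2C med library. Afp had 5570 ± 5463 cpm (SD, n = 5) in GUCY2C hi cells, with 15176 cpm in mouse 14 and at most 3943 cpm in the others, against 3.55 ± 5.03 cpm. Ambp had 1140 ± 479 cpm against 0.563 ± 0.461 cpm. The 10 genes that were lowest by the same rule, with log2 fold changes from -3.36 to -2.81, were Apol10a, Gsta1, Clec2e, Gsta3, Trim38, Gsta2, Gstm3, Podn, Gstm1 and Gm10639. With the mouse number as replicate block, 1 of these 10, Podn, kept the call in edgeR and 8 in limma-voom. Gsta1, Gsta2, Gsta3, Gstm1 and Gstm3 are glutathione S-transferase genes, between which the counting could have shared reads.

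**Figure D1:**
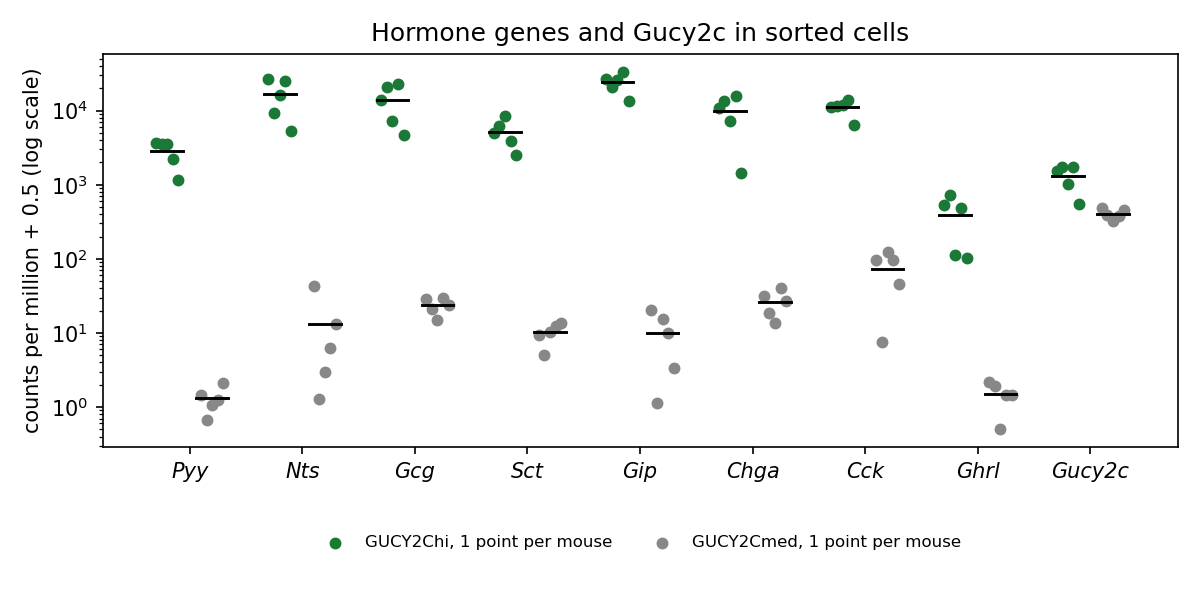
Levels in cpm, with 0.5 added and on a log scale, of the 8 genes and of Gucy2c in the libraries of 5 mice. Each point is 1 library and the black bar is the mean of the plotted values; for the 8 genes no GUCY2C med library reaches a GUCY2C hi library.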

Transcriptomic profiling revealed that the most differentially upregulated genes in GUCY2C-GFP^hi^ cells characterize intestinal enteroendocrine cells (EECs), especially their hormone products, which include Pyy, Nts, Gcg, Sct, Gip, Chga, Cck, and Ghrl (Figure 2A) (30). 

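Gucy2c (ENSMUSG00000042638), which encodes the receptor and whose promoter drives the reporter, lies on chromosome 6 from 136697284 to 136781765. It had 1322 ± 526 cpm (SD, n = 5 mice) in GUCY2C hi cells and 404 ± 64.7 cpm (SD, n = 5) in GUCY2C med cells, and was higher in 5 of 5 mice. The log2 fold change was 1.71 (standard error 0.32, adjusted p = 0.00187 from edgeR) and stayed between 1.59 and 1.94 with each library left out in turn. With the mouse number as replicate block it was 1.62, and the adjusted p of 0.0115 from edgeR was above the threshold, which it passed with this block in limma-voom; among the alternatives p ranged from 2.49e-07 to this value. The genes of the paracrine ligands guanylin and uroguanylin, Guca2a on chromosome 4 from 119637704 to 119639471 and Guca2b from 119656607 to 119658954, were lower in GUCY2C hi cells in 5 of 5 mice. Guca2a had 165 ± 129 cpm (SD, n = 5) against 693 ± 119.1 cpm (SD, n = 5), a log2 fold change of -2.07 (standard error 0.57, adjusted p = 0.0148). Guca2b had 346 ± 369 cpm (SD, n = 5) against 1900 ± 144 cpm (SD, n = 5), a log2 fold change of -2.45 (standard error 0.72, adjusted p = 0.0192). Its level in GUCY2C hi cells was 785 and 715 cpm in mice 12 and 15, and 106, 63.5 and 63.2 cpm in mice 2, 7 and 14. Neither ligand passed the threshold of 0.01 over all genes, and both passed it with p adjusted over the list alone of 11 genes that Figure 2B shows (0.00431 and 0.00557). Over this list 5 genes were higher and 6 lower. The figure shows results of these same libraries, so passing over its list is not independent evidence. The GUCY2C hi and GUCY2C med libraries did not overlap for either gene (exact permutation test, p = 0.00794). Among the downstream targets, Prkg2, the gene of a cGMP-dependent kinase, fell by 1.11 on the log2 scale (standard error 0.17, adjusted p = 6.89e-04) and Cftr, a chloride channel gene, by 1.99 (standard error 0.48, adjusted p = 0.00781). The change of Slc9a3, a sodium-proton exchanger gene, was -2.52 (standard error 0.67, adjusted p = 0.0120), with 5.26 ± 5.34 cpm (SD, n = 5) against 30.1 ± 9.72 cpm. All 3 targets were lower in 5 of 5 mice. The call of Prkg2 held in all 10 fits that left out 1 library, that of Cftr in 2 (with the replicate block it held in limma-voom but not in edgeR, adjusted p = 0.0135), and Guca2a, Guca2b and Slc9a3 passed the threshold in 2, 0 and 1 of these fits.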

While GUCY2C-GFP^hi^ cells are enriched in GUCY2C, they are deficient in canonical GUCY2C paracrine ligands and the downstream targets of cGMP signaling mediating fluid and electrolyte secretion, compared with bulk GUCY2C-GFP^med^ or GUCY2C^med^ epithelial cells (Figure 2B). 

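The C8 collection of gene sets was not used here. Lists of marker genes were tested with camera at a preset correlation between genes of 0.01 on log2 cpm, with p adjusted over 17 lists. The list of 28 enteroendocrine genes, 8 of which are also labelled in Figure 2A, had a median log2 fold change of 8.14 between GUCY2C hi and GUCY2C med cells (adjusted p = 6.10e-23), and 27 of its genes were higher at an adjusted p under 0.01, 27 also when adjusted over the list alone. The list of 24 enterocyte genes had a median of -2.20 (adjusted p = 5.62e-09). Of its genes 7 were lower and 0 higher, and 13 were lower when adjusted over the list alone. The list of 20 proliferation genes had a median of -1.53 (adjusted p = 3.34e-08), with 16 genes lower, and 18 over the list alone. No other list of an intestinal cell type passed the threshold in camera. Their medians were -0.41 for stem cells (adjusted p = 0.618), 0.42 for goblet cells (0.903), 0.82 for Paneth cells (0.814) and 1.41 for tuft cells (0.440). For cells outside the epithelium, the medians were 0.45 for T cells (adjusted p = 0.859), 0.10 for myeloid and B cells (0.814), 0.20 for enteric glia (0.859), 0.47 for enteric neurons (0.814) and 0.33 for erythrocytes (0.903). The list of mesenchyme and endothelium had 3 genes tested, 2 of them at the floor of 3 counts in 1 group, and a median of 4.16, or 1.86 with these at their bounds (adjusted p = 0.266). The test fry kept the enteroendocrine, enterocyte and proliferation calls and added mesenchyme and endothelium (adjusted p = 0.00121), whereas camera with an estimated correlation kept none, with adjusted p of 0.264 for the enteroendocrine list and 0.488 for the enterocyte list. The summed level of the enterocyte list in GUCY2C hi cells was 7.42%, 8.53% and 8.62% of that in GUCY2C med cells of the same mouse for mice 2, 7 and 14, and 46.0% and 41.9% for mice 12 and 15.

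**Figure D2:**
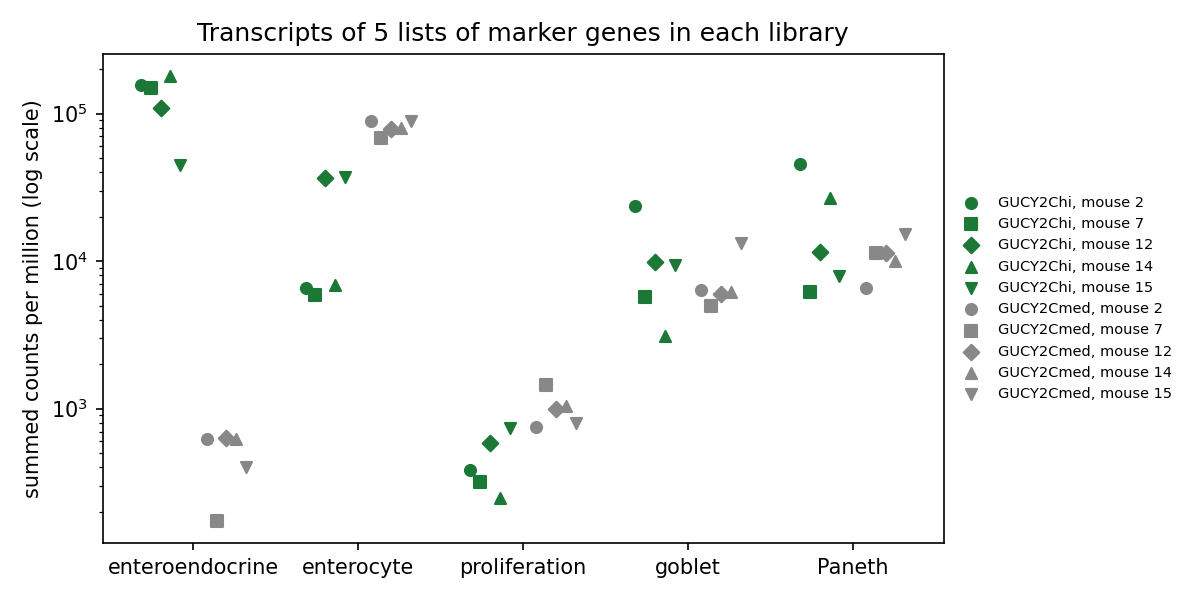
Summed levels in cpm, on a log scale, of the genes of 5 lists in each of the 10 libraries, with 1 symbol per mouse. The enterocyte sum lies between 5856 and 37095 cpm in GUCY2C hi cells and between 68646 and 88698 cpm in GUCY2C med cells.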

Gene Set Enrichment Analysis (GSEA) demonstrated that GUCY2C^hi^ cells produced transcripts associated with neuroendocrine cells (Figure 2C), compared with GUCY2C^med^ cells, which express transcripts associated with enterocytes (Figure 2D). Surprisingly, GUCY2C^hi^ cells also were enriched in transcripts that are characteristic of neuronal cells, especially those contributing to the formation of synapses and electrical excitability (Figure 2E and Supplemental Figure 3) (24). Indeed, Synaptic Gene Ontology (SynGO) analysis of upregulated genes in GUCY2C^hi^ cells (*P* adjusted > 0.01) revealed upregulation of pre and postsynaptic gene products (Figure 2F, Supplemental Figure 4, and Supplemental Data File) (31). These observations suggested that GUCY2C^hi^ cells share properties of both EECs and neurons. 

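For the 7 presynaptic markers of Figure 2E, Syp, Snap25, Stx1a, Syn2, Syt13, Scg3 and Rab3b, the FPKM values of the authors' table were compared on the scale log2(FPKM + 1). Each gene was higher in every GUCY2C hi library than in every GUCY2C med library (exact permutation test, two-sided, p = 0.00794 for each gene and 0.00794 after adjustment over the 7). Scg3 had 303 ± 181 FPKM (SD, n = 5 mice) in GUCY2C hi cells and 3.53 ± 1.93 FPKM (SD, n = 5) in GUCY2C med cells, and Rab3b 65.6 ± 28.7 against 1.88 ± 0.965 FPKM. For Syt13 the values were 37.5 ± 17.1 against 0.682 ± 0.361 FPKM, and for Stx1a 48.9 ± 14.3 against 5.30 ± 3.30 FPKM. Syp had 122 ± 26.0 against 13.9 ± 9.33 FPKM. Snap25 had 96.1 ± 28.9 against 22.7 ± 15.27 FPKM, and Syn2 46.3 ± 13.8 against 12.2 ± 7.68 FPKM. In the fit to the read counts, 5 of the 7 genes passed the adjusted p of 0.01. Their log2 fold changes were 6.14 for Scg3, 5.49 for Syt13, 4.84 for Rab3b, 2.91 for Stx1a (adjusted p = 0.00399) and 2.86 for Syp (adjusted p = 0.00434). Snap25 had a log2 fold change of 1.78 (standard error 0.65, adjusted p = 0.0477) and Syn2 one of 1.63 (standard error 0.55, adjusted p = 0.0347). The calls of Stx1a and Syp each held in 6 of the 10 fits that left out 1 library. With the mouse number as replicate block neither passed in edgeR (adjusted p of 0.0191 and 0.0150), which left 3 of the 7, and both did in limma-voom, which kept 5. In GUCY2C hi cells the level of Snap25 was from 3.15 to 90.0 times that of Camk2a. In GUCY2C med cells it was from 2.31 to 2.66 times that of Camk2a in all 5 libraries. Not every gene of the 7 kept so steady a ratio in the GUCY2C med libraries. It ranged there from 1.28 to 2.69 for Syn2 and from 0.0524 to 1.15 for Rab3b. The highest for Syn2 was in mouse 7, with 2.81 cpm against 1.04 cpm of Camk2a. Over the 5 libraries Pearson's r with Camk2a was 0.997 for Snap25, 0.993 for Syn2, 0.991 for Syp and 0.983 for Scg3. It was 0.972 for Stx1a, 0.961 for Syt13 and 0.174 for Rab3b. All but Rab3b thus followed the forebrain transcript Camk2a in the GUCY2C med libraries. Nrgn, a forebrain transcript, ranged from 8.91 to 521 cpm in these libraries and from 20.0 to 933 cpm in GUCY2C hi cells. As a set, the 7 genes had a median log2 fold change of 2.91 (camera adjusted p = 8.00e-04). A list of 22 other presynaptic genes had a median of 0.95 (adjusted p = 0.120), with 4 genes higher over all genes and 3 over the list alone. Among the 4 were Rab3c (log2 fold change 3.05), Cadps (2.83) and Unc13a (2.02, adjusted p = 0.00953). The call of Rab3c held in all 10 fits that left out 1 library, that of Cadps in 6 and that of Unc13a in 1, and with the replicate block none of the 3 held in edgeR (adjusted p of 0.0115, 0.0176 and 0.0395), while in limma-voom all but Unc13a did. A list of 26 ion channel genes of electrical excitability had a median of 1.97 (adjusted p = 1.12e-05), with all 26 fold changes above 0 and 13 genes past the threshold, 13 also over the list alone. Abcc8 and Kcnj11, which encode the subunits of a potassium channel closed by ATP, had log2 fold changes of 8.36 and 6.31. Others past it were Kcnh6 (6.83), Kcnb2 (5.63), Kcnh2 (4.85), Scn3a (4.51), Cacna1h (4.24), Kcnc1 (3.96), Cacna1a (3.75), Cacna2d1 (2.95), Cacna1d (1.58) and Scn9a, which was at least 16.6-fold higher. Of these, Cacna2d1 and Cacna1d did not pass with the replicate block in edgeR (adjusted p of 0.0107 and 0.0175), and in limma-voom Cacna2d1 did.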

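The Supplemental Data File lists the SynGO terms with the genes that the paper found in each. The copy used here holds genes for 178 terms, and the gene list is complete for 167 of them, so only these were read and no enrichment was tested. They name 166 distinct human gene symbols, each with a mouse gene of the same name among the genes tested. In the fit to the read counts, 118 of the 166 genes were higher in GUCY2C hi cells at an adjusted p under 0.01 and 0 were lower. In the authors' own comparison 117 of them were higher at that threshold, 166 at an adjusted p under 0.05, and their highest adjusted p was 0.0287. The study chose these genes from the same libraries, so the counts are not independent evidence. Among cellular components, 11 of the 12 genes listed for the neuronal dense core vesicle were higher, 14 of 20 for the presynaptic active zone, 21 of 27 for the presynaptic membrane and 16 of 21 for the synaptic vesicle. For the postsynaptic membrane the number was 18 of 24, and for the postsynaptic density 16 of 31. The paper's adjusted p is 0.00661 for the presynaptic active zone, for the presynaptic membrane and for the postsynaptic membrane, and 0.160 for the postsynaptic density. A list of 22 postsynaptic genes written without regard to these libraries had a median log2 fold change of 0.15 (camera adjusted p = 0.903). Of these, 1 gene was higher over all genes and 0 over the list alone. This gene was the receptor subunit gene Chrna3, which had no count in GUCY2C med cells and was at least 8.84-fold higher. Its call held in 4 of the 10 fits that left out 1 library and with the replicate block in limma-voom. It did not hold with that block in edgeR (adjusted p = 0.0180) or in limma-voom without the block. The authors' deposited comparison does not call it either (adjusted p = 0.01004). Across the 10 libraries the level of the list followed that of 18 forebrain neuron genes (Pearson's r 0.989 and Spearman's rho 0.988, permutation p = 2e-05 for each, the smallest they can give). Without the 2 farthest libraries r was 0.985, and within the groups it was 0.997 in GUCY2C hi and 0.994 in GUCY2C med cells. The median of the postsynaptic list was -0.40 with the mouse number as replicate block in edgeR. From the enteroendocrine and the synaptic transcripts together, the paper proposes that GUCY2C hi cells share properties of enteroendocrine cells and neurons.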

Their unique profile aligns with recently identified neuropod cells that link the gut and central nervous system through both endocrine hormones and synaptic neurotransmission (25, 26, 32).

### GUCY2C was overexpressed by neuropod cells.

Neuropod cells are specialized EECs that express endocrine and neuronal gene products and have a unique morphology, projecting basal neuropods into the submucosa (25, 26, 32) that synapse with vagal and DRG neurons (24, 28). Indeed, GUCY2C^hi^ cells expressed the EEC products glucagon-like peptide1 (Glp-1) and synaptophysin (Figure 3, A and B). The original studies characterizing neuropod cells used the presynaptic protein synapsin1 (Syn1) as a marker of intestinal epithelial cells with neuron-like properties (24–28). Accordingly, GUCY2C^hi^ cells express the neuropod marker Syn1, as well as β3-Tubulin, a cytoskeletal protein that characterizes neurons, as well as these neuron-like cells (Figure 3, C and E). GUCY2C^hi^ cells extend pseudopods into the lamina propria in close apposition to neurons, which also are characterized by their expression of synaptophysin, β3-tubulin, and Syn1 (Figure 3, B–D). Similarly, GUCY2C^hi^ cells in the human small intestine coexpress Syn1 and extended pseudopods into the lamina propria in apposition to Syn1-expressing neurons (Figure 3E).

To evaluate the relative proportion of GUCY2C^hi^ cells that have neuropod-cell and enteroendocrine-cell properties, GUCY2C-GFP mice were crossed with *CCK^cre^-Tdtomato^fl/+^* mice, a fluorescent mouse model of neuropod cells, and *Neurog3^cre^-Tdtomato^fl/+^* mice (a fluorescent mouse model of enteroendocrine cells). Using Syn1 as a neuropod marker (24, 27, 28), 68.6% ± 9.6% of Syn1^hi^ cells overexpressed GUCY2C-GFP (Figure 4, A and B). This contrasts with the current mouse model of neuropod cells, *CCK^cre^-Tdtomato^fl/+^,* which only overlap with 44.7% **±** 2.7% of Syn1^hi^ cells (Figure 4, A and B) (28, 33). *Neurog3^cre^-Tdtomato^fl/+^-GUCY2C-GFP* mice (Supplemental Figure 5) leverage Neurog3 as a transcription factor required for EEC differentiation (34, 35). In these mice, 74.0% ± 2.6% of Syn1^+^ cells are Neurog3^hi^, implying that most neuropod cells differentiate along the EEC lineage (Figure 4, A and B). GUCY2C^hi^ cells substantially coincide with this profile, and 70.8% ± 2.7% of GUCY2C^hi^ cells were Neurog3^hi^, implying that they arose from EEC cell precursors (Figure 4, C and D). This agreed with transcriptomic analyses of Neurog3-expressing cells (36) and Glp-1–expressing cells (37) in which GUCY2C was overexpressed in mature EECs, as well as single-cell transcriptomic analyses demonstrating overexpression of GUCY2C by EECs in humans (Supplemental Figure 6) (38). Moreover, 67.8% ± 7.9% of GUCY2C^hi^ cells were Syn1^hi^, while 57.4% ± 1.6% coexpressed *Cck^cre^-Tdtomato^fl/+^* (Figure 4, C and D), leveraging Cck and Syn1 as markers for neuropod cells (27, 28). Sorting *Neurog3^cre^-Tdtomato^fl/+^* and *Cck^cre^-Tdtomato^fl/+^* mouse intestine revealed that GUCY2C transcripts were overexpressed in Neurog3^hi^ and Cck^hi^ cells (Figure 4, E–H). These data revealed that neuropod cells were a minority of enteroendocrine cells, and that some neuropod (Syn1^hi^) cells may have arisen from a population of cells that did not express Neurog3. However, because Neurog3 was expressed early in EEC development, some cells may express Neurog3 before expressing neuropod markers. Indeed, fate-mapping of Neurog3^+^ cells in Neurog3Chrono mice revealed that *Gucy2c* was upregulated only in mature EECs — cells that had expressed Neurog3 for more than 24 hours (36). Because our *Neurog3^cre^-Tdtomato* mice capture early, differentiating, and mature EECs, this phenomenon could partially explain why only a small proportion of Neurog3^+^ cells were GUCY2C^hi^ and Syn1^hi^. Together, these observations suggest that there is a specialized subpopulation of EECs (Neurog3^hi^) comprising neuropod (Syn1^hi^) cells with concurrent CCK (CCK^hi^) expression and GUCY2C (GUCY2C^hi^) overexpression (11.0% ± 3.9% of Neurog3^+^ cells are both Syn1^hi^ and GUCY2C^hi^, n = 3) that synapse with peripheral neurons (Supplemental Figure 5) (24, 28).

### GUCY2C modulated DRG-neuron excitability through neuropod cells.

Neuropod cells in culture establish synapses with central and peripheral neurons that mediate neurotransmission (27, 28). Here, 14.4% of embryonic (E15.5) DRG neurons (68/473 DRG neurons counted over 17 coverslips) associated with GFP^hi^ or CCK^hi^ (GUCY2C^hi^) neuropod cells in coculture (Figure 5A and Supplemental Figure 7). DRG neurons in their basal state typically fired 1 evoked action potential (AP) at the onset of a sustained current–injection pulse with an intensity that corresponds to 3× rheobase. However, DRG neurons interacting with GUCY2C^hi^ neuropod cells without GUCY2C agonists were hyperexcitable, as demonstrated by the presence of repetitive spiking and a reduced rheobase (Figure 5, B and C). Conversely, activating GUCY2C with 1 μM linaclotide inhibited neuropod cell–induced DRG neuron hyperexcitability by returning the rheobase and AP firing to basal levels (Figure 5, D and E). Linaclotide had no effect on DRG neurons interacting with crypts isolated from *Gucy2c^–/–^* mice (Figure 5, F and G) indicating that effects on DRG-neuron excitability were mediated specifically by intestinal epithelial GUCY2C (Supplemental Figure 8). These observations suggest that neuropod cells modulated DRG neuron excitability, driving hyperexcitability when GUCY2C signaling was low but returning DRG neuron excitability to baseline when GUCY2C signaling was high. Mechanisms by which neuropod cell GUCY2C signaling modulated DRG neuron excitability remain to be defined. However, it was not by cGMP released from neuropod cells (19, 22) since linaclotide, but not extracellular cGMP, suppressed neuropod cell–induced DRG-neuron hyperexcitation (Figure 5, H–K).

### Silencing GUCY2C produced a spontaneous VP syndrome.

GUCY2C hormone loss in patients with VP (29) suggests that GUCY2C signaling could play a role in the pathophysiology of VP. *Gucy2c^–/–^* mice were compared with *Gucy2c^+/+^* mice using behavioral (through abdominal withdrawal reflex; AWR), physiologic (through visceromotor reflex; VMR), and biochemical (through pERK) staining in the spinal cord readouts of VP. Silencing GUCY2C signaling genetically in *Gucy2c^–/–^* mice produced a spontaneous VP syndrome, amplifying AWR responses, VMR responses, and spinal cord pERK that mimicked colorectal exposure to 2,4,6-trinitrobenzenesulfonic acid (TNBS) (Figure 6, A–D). Conversely, oral linaclotide produced visceral analgesia in WT, but not *Gucy2c^–/–^*, mice (Figure 6E). Similarly, linaclotide relieved VP in *Gucy2c^+/+^*, but not *Gucy2c^–/–^,* mice exposed to TNBS (Figure 6F and Supplemental Figure 9).

### GUCY2C in neuropod cells selectively controlled VP.

The role of GUCY2C in regulation of VP in healthy mice and the development of a spontaneous VP syndrome in *Gucy2c^–/–^* mice suggest that neuropod-cell GUCY2C selectively controls visceral nociception. This hypothesis was explored by developing, for the first time to our knowledge, *Gucy2c^fl/fl^* mice, and placing GUCY2C under the control of *Cck^cre^*. This model eliminated GUCY2C expression selectively in CCK-expressing neuropod cells, but not in bulk intestinal epithelial cells (Figure 7, A–C). *Cck^cre^-Gucy2c^fl/fl^* intestines retained their ability to secrete extracellular cGMP with linaclotide stimulation, implying that extracellular cGMP release from the bulk intestine did not mediate the effect of linaclotide on VP- and DRG-neuron excitability (Figure 7, D and E, and Supplemental Figure 10). Importantly, *Cck^cre^-Gucy2c^fl/fl^* mice exhibited a spontaneous VP syndrome (Figure 7F) reminiscent of GUCY2C-deficient mice (Figure 6A). Moreover, like GUCY2C-deficient mice (Figure 6, E and F), *Cck^cre^-Gucy2c^fl/fl^* mice are unresponsive to GUCY2C agonist-induced visceral analgesia, and linaclotide did not decrease AWR pain scores or pERK staining in the dorsal horn (Figure 7, G–J). Together, these observations reveal that neuropod cell GUCY2C selectively controlled visceral nociception — rather than bulk intestinal epithelial cells — independent of secreted cGMP.

## Discussion

Here, we reveal that GUCY2C regulation of VP is mediated specifically by neuropod cells. A rare pool (< 1% of epithelial cells) of EEC cells concentrated in the small intestine were shown to overexpress GUCY2C by immunofluorescence, a *Gucy2c* promoter-driven GFP reporter, quantitative real-time PCR (qRT-PCR), RNA-Seq, and agonist-induced cGMP production. Their transcriptomic analysis demonstrates a gene-expression profile with characteristics of both EECs and neurons, but not of bulk epithelial cells. In cocultures, these cells produce DRG-neuron hyperexcitability when GUCY2C is unstimulated (or is off), but return excitability to baseline when GUCY2C in neuropod cells is stimulated by linaclotide (or is on), effects not recapitulated by bulk epithelial cells or extracellular cGMP. Consistent with this, linaclotide relieves VP produced by CRD in normal mice in a GUCY2C-dependent fashion. Eliminating GUCY2C expression produced a spontaneous VP syndrome in mice that was identical to that produced by colorectal exposure to TNBS. Of significance, selectively silencing GUCY2C expression in neuropod cells eliminated linaclotide regulation of neuron excitability and analgesia. These observations suggest a hypothesis in which GUCY2C expressed by neuropod, but not enterocyte, cells in the small intestine modulated afferent neuron excitability to regulate spinal-cord processing of visceral nociceptive signals ascending from the distal colorectum.

Results here align with emerging evidence suggesting that intestinal epithelial cells directly transmit nociceptive signals to innervating neurons. Optogenetic studies reveal bidirectional modulation of colon afferent nerves by intestinal epithelial cells that increase afferent spiking by activating epithelial channel rhodopsin (ChR2) and decrease spiking by inhibiting epithelial activation through archaerhodopsin (39, 40). These studies expressed light-sensitive channels, driven by Vil^cre^, in all intestinal epithelial cell types and could not discriminate contributions of specific cell types. In that context, ChR2 expression, driven specifically by *Cck^cre^* in neuropod cells, increased firing of vagal nodose ganglion neurons when photostimulated (28). Conversely, expressing the inhibitory light-sensitive channel Halo in neuropod cells, decreased nodose ganglion firing. Moreover, enterochromaffin cells (ECs), another EEC subtype that expresses chromogranin A, serotonin, and synapsin 1, directly transmit noxious luminal signals to closely associated 5-HT_3_R-expressing colonic afferent nociceptors (24). These observations support the hypothesis that neuropod cells could regulate visceral afferent neuron excitability and suggest a role for GUCY2C in regulating those gut-nervous system connections.

Previous studies suggest that intestinal epithelial cells secrete cGMP into the extracellular space in the submucosa, directly acting on an undefined extracellular target on peripheral afferent neurons, decreasing excitability. In mice, inhibition of MRP4, the ATP cassette anion transporter that mediates cGMP efflux from cells, blocks analgesia by GUCY2C agonists (19, 21). Importantly, extracellular, but not intracellular, cGMP dampens the firing of isolated, but not cocultured, mouse and human DRG neurons in vitro (22). Those observations notwithstanding, definitive in vivo studies demonstrated that lumenal application of GUCY2C agonists induces secretion of cGMP into the lumenal fluid, but not the submucosa. Indeed, cGMP levels quantified in situ in mouse intestinal submucosa by equilibrium dialysis — approximately 100 fmoles (41) — is approximately 4 orders of magnitude lower than levels that modulate afferent neuron firing — approximately 2 nmoles (19–23). Here, we demonstrate that extracellular cGMP is without effect on neuropod cell–induced DRG neuron hyperexcitability and does not recapitulate the effects of the GUCY2C-agonist linaclotide.

Beyond extracellular cGMP, the precise mechanisms by which neuropod cell GUCY2C regulates neuronal excitability remain to be defined. Although enteroendocrine hormones are expressed by GUCY2C^hi^ cells, their secretion into blood was not altered in *Gucy2c^–/–^* mice (Supplemental Figure 11), making it unlikely that the effects of GUCY2C on VP were mediated by those hormones. Neuropod cells communicate with neurons through canonical neurotransmitters (e.g., glutamate) (28, 33). Analysis of neurotransmitter gene expression reveals that GUCY2C^hi^ cells differentially express machinery for monoamine synthesis and processing (Supplemental Figure 12). 

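Of 30 genes for the synthesis, packaging, uptake and breakdown of neurotransmitters, 21 were expressed highly enough to be tested. At an adjusted p under 0.01, 6 were higher and 4 lower in GUCY2C hi cells, and 8 were higher and 5 lower when adjusted over the list alone. Those higher over all genes were Tph1, Slc18a1, Slc18a2, Th, Hdc and Gad2. Th, which encodes tyrosine hydroxylase, had 69.8 ± 40.7 cpm (SD, n = 5 mice) in GUCY2C hi cells and 0.333 ± 0.483 cpm (SD, n = 5) in GUCY2C med cells, a log2 fold change of 7.6996 (standard error 0.87, adjusted p = 8.93e-05 from edgeR). Hdc, for histamine synthesis, had a log2 fold change of 4.45 (standard error 0.70, adjusted p = 7.78e-04) and Gad2, for GABA synthesis, one of 1.85 (standard error 0.42, adjusted p = 0.00553). The call of Gad2 held in 4 of the 10 fits that left out 1 library and not with the mouse number as replicate block in edgeR (adjusted p = 0.0184) or in limma-voom. Ddc, the decarboxylase of serotonin and dopamine synthesis, had 1249 ± 602 cpm (SD, n = 5) against 554 ± 127 cpm (SD, n = 5). Its log2 fold change of 1.17 did not pass over all genes (adjusted p = 0.0146) and passed over the list alone (0.00734). Among those lower in GUCY2C hi cells were Slc6a4, the serotonin transporter gene (log2 fold change -2.18, adjusted p = 0.00407), called in 4 of the 10 fits that left out 1 library, and Maob (-2.03, 0.00174), called in all 10. Maoa, with 580 ± 605 cpm (SD, n = 5) against 3162 ± 447 cpm (SD, n = 5), had a log2 fold change of -2.45 (adjusted p = 0.0168). The total of 10 called genes ranged from 6 to 12 in the fits that left out 1 library, and was 6 without the GUCY2C hi library of mouse 2, without that of mouse 7 and without the GUCY2C med library of mouse 15.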

EECs stimulated by noxious agonists release the monoamine serotonin which stimulates 5-HT_3_R-expressing nociceptive afferents (24). In that context, GUCY2C^hi^ cells most highly express genes involved in serotonin production and packaging (*Tph1, Slc18a1,* and *Slc18a2*), suggesting that they also might regulate nociceptive signaling by DRG neurons through serotonin (24). 

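Tph1 (ENSMUSG00000040046), which encodes the first enzyme of serotonin synthesis, lies on chromosome 7 from 46644641 to 46672537. It had 2636 ± 1148 cpm (SD, n = 5 mice) in GUCY2C hi cells and 3.98 ± 0.681 cpm (SD, n = 5) in GUCY2C med cells, a log2 fold change of 9.37 (standard error 0.48, adjusted p = 1.52e-06 from edgeR). The vesicular monoamine transporter gene Slc18a1 had 513 ± 206 cpm (SD, n = 5) against 19.0 ± 3.50 cpm (SD, n = 5), a log2 fold change of 4.76 (standard error 0.35, adjusted p = 5.20e-06). Its relative Slc18a2 had 40.3 ± 26.2 cpm (SD, n = 5) against 1.32 ± 0.116 cpm (SD, n = 5), a log2 fold change of 4.92 (standard error 0.49, adjusted p = 3.61e-05). Each of these 3 genes was higher in 5 of 5 mice, without overlap between the groups (exact permutation test, p = 0.00794). Ordered by mean level in GUCY2C hi cells among the 21 tested genes of neurotransmitter handling, Tph1 was in place 1, Slc18a1 in place 4 and Slc18a2 in place 10. Ddc was in place 2, Maoa in place 3 and Th in place 7. The place of Maoa rests on mice 12 and 15, with 1014 and 1426 cpm, whose GUCY2C hi libraries also had more enterocyte transcripts. In mice 2, 7 and 14 it had 241, 96.6 and 121 cpm, against 449, 567 and 773 cpm of Slc18a1. Levels in cpm are not corrected for transcript length, which limits any order between genes. From the serotonin genes, the paper proposes that GUCY2C hi cells might act on dorsal root ganglion neurons through serotonin.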

Further exploration of the mediator between GUCY2C^hi^ neuropod cells and DRG neurotransmission are essential to our understanding of their interaction.

Previous observations suggest that colorectal nociceptive afferents can be regulated by local activation of GUCY2C following TNBS sensitization. Thus, linaclotide was instilled directly into the colon by enema minutes before colorectal distention, leading to decreased visceromotor responses to pain in rodents with visceral hypersensitivity (19). However, it is unlikely that the effects of linaclotide delivered by enema to the colon mediate the activity of oral GUCY2C ligands in healthy mice or humans. Linaclotide has a chymotrypsin cleavage site mediating proteolytic destruction in the proximal small intestine, resulting in less than 1% of the administered linaclotide having been recovered in stool (42). In close agreement, super-therapeutic doses (870 μg/day × 7 days) of oral linaclotide fail to activate GUCY2C signaling in the colorectum in humans (43). Similarly, plecanatide is maximally active in the acidic environment of the proximal duodenum, without obvious activity in the colorectum (43, 44). These data suggest that oral GUCY2C agonists relieve VP produced in the rectum by activating GUCY2C in small intestine. This suggestion is supported by the observations that GUCY2C^hi^ neuropod cells are more plentiful in small intestine (Supplemental Figure 1) and that oral linaclotide activates phosphorylation of the downstream cGMP–target VASP in the small intestine in these models (Supplemental Figure 13). Together, these observations suggest that oral GUCY2C ligands relieve colorectal pain by modulating nociceptive afferent signals in the spinal cord originating from anatomically distal sites.

While circuits mediating regulation of pain from the colorectum by linaclotide stimulation of GUCY2C in small intestine neuropod cells remains to be defined, there is precedent for this type of cross-talk. Viscero-visceral inhibition and sensitization has been described between abdominal and pelvic organs, including the small intestine and colon (45–47). Indeed, distention of the jejunum directly inhibits visceromotor responses induced by colonic distention (48). This crosstalk between these organs has been attributed to dual innervating afferents comprising DRG neurons with axonal projections that innervate 2 distal organs (21, 22). Oral linaclotide could modulate these dual-innervating afferents by stimulating GUCY2C in neuropod cells in the small intestine to reduce VP signaling from colorectal distention, as well as from bladder irritation and endometriosis (22, 49). In that context, only formulations of linaclotide targeted to the small intestine, but not the colon, relieve VP in patients with IBS (50, 51). Beyond circuits connecting the proximal and distal intestine, a role for GUCY2C in neuropod cells in modulating redundant VP pathways and pain modalities beyond mechanical distention (e.g., thermal and toxic) remain to be explored (52, 53).

In summary, GUCY2C is highly expressed in neuropod cells concentrated in the small intestine. GUCY2C^hi^ neuropod cells interact closely with subjacent neurons and modulate their excitability. Indeed, silencing GUCY2C produces neuron hyperexcitability, with a reduced rheobase and increased AP firing. Conversely, inducing GUCY2C signaling in neuropod cells returns DRG-neuron excitability to basal levels, increasing rheobase and inhibiting repetitive AP firing. While the molecular basis of this regulation remains to be defined, it is not mediated by bulk epithelial cells or extracellular cGMP. In the absence of GUCY2C signaling, mice exhibit a spontaneous VP syndrome that recapitulates TNBS postinflammatory sensitization. Further, activation of GUCY2C signaling by oral linaclotide, which is confined to the small intestine, relieves VP produced by CRD in normal mice. Importantly, linaclotide-dependent analgesia is specifically mediated by neuropod cells, and elimination of GUCY2C expression in those cells in *Cck^cre^Gucy2c^fl/fl^* mice produces insensitivity to linaclotide-induced regulation of neuron excitability and analgesia.

These studies expand the mechanistic and translational dimensions of GUCY2C as a therapeutic target for VP. They identify a role of GUCY2C in neuropod cells in regulating afferent neuron excitability and visceral analgesia. Gene expression profiling of these cells offers unique opportunities to tailor molecularly targeted approaches to amplify GUCY2C signaling selectively in neuropod, but not bulk epithelial, cells to maximize analgesia and minimize secretory side effects. Indeed, transcriptomic profiling revealed the differential expression of important phosphodiesterases (PDEs) that degrade cGMP in GUCY2C^hi^ and GUCY2C^med^ cells (see Figure 2B). 

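The list of phosphodiesterase genes held 24 genes with Pde names, whatever their substrate or enzyme activity, and 17 of them were tested. At an adjusted p under 0.01, 5 were higher and 3 lower in GUCY2C hi cells, the same numbers as with adjustment over the list alone. The number past the threshold, 8 in all, was 5 with the mouse number as replicate block in edgeR and 4 among genes with at least 10 counts in every library. It was between 5 and 8 with 1 library left out, and 5 without the GUCY2C hi library of mouse 2. Pde11a, with 16.8 ± 8.73 cpm (SD, n = 5 mice), was at least 68.8-fold higher in GUCY2C hi cells, since no GUCY2C med library had more than 3 counts. Pde1c had a log2 fold change of 4.27 (standard error 0.51, adjusted p = 1.36e-04 from edgeR) at 4.77 ± 2.41 cpm (SD, n = 5). Pde8a had one of 2.44 (standard error 0.42, adjusted p = 0.00135), which passed with the replicate block in limma-voom but not with that in edgeR (adjusted p = 0.0131, where the lowest of the alternatives was 1.15e-07). The most abundant members in GUCY2C hi cells were Pde9a, with 62.3 ± 6.84 cpm (SD, n = 5) and a log2 fold change of -0.86 (adjusted p = 0.00482), and Pde6d, with 59.7 ± 4.82 cpm (SD, n = 5) and one of 0.75 (adjusted p = 0.00116). The call of Pde9a held in 5 of the 10 fits that left out 1 library and with the replicate block in limma-voom, but neither with that in edgeR (adjusted p = 0.0122) nor without TMM, where the log2 fold change was -0.60 and the adjusted p, 0.0446, the highest of the alternatives; that of Pde6d held in all 10.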

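Pde5a (ENSMUSG00000053965), on chromosome 3 from 122728947 to 122859374, had 8.07 ± 2.93 cpm (SD, n = 5 mice) in GUCY2C hi cells and 22.0 ± 5.76 cpm (SD, n = 5) in GUCY2C med cells. It was lower in 5 of 5 mice, with a log2 fold change of -1.45 (standard error 0.28, adjusted p = 0.00258 from edgeR). Its call held in 7 of the 10 fits with 1 library left out, where the highest adjusted p was 0.0105, without the GUCY2C hi library of mouse 2. The table holds a pair of genes of the phosphodiesterase 3 family, and they changed in opposite directions. Pde3b (ENSMUSG00000030671), on chromosome 7 from 114415281 to 114539251, had 10.1 ± 5.50 cpm (SD, n = 5) against 1.52 ± 0.742 cpm (SD, n = 5). It was higher in 5 of 5 mice, with a log2 fold change of 2.71 (standard error 0.45, adjusted p = 0.00111). Pde3a (ENSMUSG00000041741), on chromosome 6 from 141249269 to 141507448, had 5.72 ± 1.15 cpm (SD, n = 5) against 11.6 ± 2.70 cpm (SD, n = 5). It was lower in 5 of 5 mice, with a log2 fold change of -1.01 (standard error 0.23, adjusted p = 0.00592). Without TMM the change of Pde3a was -0.75. With the mouse number as replicate block its adjusted p from edgeR was 0.0244, the highest of the alternatives, whose lowest was 1.70e-04, and it did not pass the threshold in 4 of these 11. The call of Pde3a held in 3 of the 10 fits with 1 library left out, that of Pde3b in all 10.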

In that context, the differential expression of PDE5 in GUCY2C^med^ cells, but PDE3 in GUCY2C^hi^ cells, offers an opportunity to use isotype-selective PDE inhibitors, in conjunction with linaclotide or other GUCY2C agonists, to amplify cGMP signaling specifically in neuropod cells that drive visceral analgesia, but not in enterocytes that mediate intestinal secretion and diarrhea. Ultimately, translation of these findings into combinatorial therapeutics could provide patients with VP options for analgesia without opioids, with maximum clinical efficacy, and without unwanted side effects. Moreover, beyond pain associated with chronic constipation syndromes, mechanisms here likely mediate the analgesic effects of GUCY2C agonists on VP associated with chronic bladder dysfunction and endometriosis (22, 49).

## Methods

### Mouse studies.

Mice for these studies were bred, maintained, genotyped, and functionally characterized in the animal care facility at Thomas Jefferson University. *Gucy2c^–/–^* mice on a C57Bl6/J background were maintained within our colony (54–58). *Gucy2c^fl/fl^* mice were developed in conjunction with the CRISPR-Cas9 Mouse Targeting Core at University of Pennsylvania (RRID:SCR_022378). *Gucy2c-GFP* mice [RRID: MMRRC_030480-UCD] were developed by the GENSAT project and purchased from the Mutant Mouse Research and Resources Center. These mice were maintained on a CD1 (Crl:CD1(ICR)) background purchased from Charles River Laboratories. *Cck^cre^* (Stock: 012706) and *tdTomato^fl/fl^*(Stock: 007914), were purchased from the Jackson Laboratory. *Neurog3^cre^* mice were generously provided by Ingolf Bach, University of Massachusetts (Worcester, MA) and developed in the laboratory of Andrew Leiter, University of Massachusetts (59). Crosses of *Gucy2c-GFP* mice with *tdTomato^fl/fl^* mice were performed so that experimental mice were 50% C57Bl6/J and 50% CD1 — using only the first cross. Mice were raised with 12 hour light-12 hour dark cycles and were used from age 4–30 weeks unless otherwise indicated. All mice were compared with littermate controls or bred as F2 crosses of *Gucy2c^+/+^* and *Gucy2c^–/–^* from heterozygous parents.

### Intestinal immunofluorescence.

Intestines were prepared as previously described (54, 60). Briefly, the intestines were isolated from freshly sacrificed mice and flushed with PBS using a 20 G needle and a 20 mL syringe. Intestines were opened longitudinally, fixed in 4% paraformaldehyde (PFA) (Thermo Fisher Scientific) overnight, Swiss rolled, and stored in 70% Ethanol for up to 1 week. Samples were then paraffin embedded and sectioned at 4 μM sections onto slides. After deparaffinization and rehydration, sections underwent antigen retrieval with pH 9 Dako Antigen Retrieval Solution (Agilent Technologies) in a pressure cooker for 15 minutes under high pressure. Samples were then blocked for 1 hour in blocking buffer — either 10% milk in PBS with 0.3% Triton-X or 5% BSA in PBS with 0.3% Triton-X for phospho-proteins. Slides were then incubated in primary-antibody solution (diluted in blocking buffer) overnight at 4 °C, washed 3 times in PBS with 0.1% Tween-20 (PBST), and incubated in blocking buffer with secondary antibody and nuclear counterstain DAPI for 60 minutes at room temperature. For tyramide amplification of GUCY2C, samples were washed 3 times in PBST and incubated for 10 minutes in house-made tyramide FITC at a final concentration of 100 μg/mL in PBS with 0.003% H_2_O_2_ (58, 61). Following a final series of washes, samples were mounted onto slides with coverslips with Prolong Diamond Antifade mounting media (Thermo Fisher Scientific). Antibodies can be found in Supplemental Table 1.

### Small intestinal dissociation and FACS sorting.

Mice were sacrificed by cervical dislocation and the small intestines were flushed in cold PBS, cut longitudinally, and incubated in dissociation buffer made of DMEM without Ca^2+^ and Mg^2+^ (Corning), 10 mM EDTA (Invitrogen), 10% FBS (Cytiva) for 1 hour, rotating at 4°C. After shaking, vortexing, and centrifugation, the intact muscularis layer was removed and dissociated epithelium remained in suspension. The epithelium was then divided into 2 tubes and each tube was dissociated in 5 mL of 0.3 U/mL Dispase II (Sigma-Aldrich) for 15 minutes at 37°C, shaking every 5 minutes. Cells in Dispase II solution were spun down at 500*g* for 5 minutes at 4°C, then resuspended in 10 mL Neurobasal+ medium. Neurobasal+ medium consists of Neurobasal A (Gibco), B-27 (Invitrogen), N-2 (Gibco), Y-27632 rock inhibitor (StemCell Technologies), NGF (Peprotech), artemin (Peprotech), Antibiotic-Antimycotic (Gibco), and Glutamax (Gibco). To decrease clumping and increase sort rate, 50 μL of 2000 U/mL DNAse I (Grade II; Roche) was added to every 1 mL of single-cell suspension. This solution was filtered through a 70 μm filter, and single cells were counted. Cells were then prepared for FACS at a concentration of 3 million cells/mL and live/dead stained with 1 μL/mL of Sytox Red (Thermo Fisher Scientific). Cells were then sorted on a BD Melody (BD Biosciences). Debris, doublets, and dead cells were gated out, leaving a population of live, single cells that were sorted based on fluorescence intensity.

### mRNA isolation and qRT-PCR.

mRNA isolation was performed on 20,000 cells/sample isolated by cell sorting on the BD Melody, detailed above. For each experiment, at least 3 mice were used (n = 3), with at least 3 biological and 2 technical replicates per mouse per qRT-PCR plate. mRNA was isolated using the RNeasy Plus Micro kit (Qiagen). Cells were sorted directly into 0.35 mL RLT Plus buffer, vortexed, and frozen at –80°C for further processing. Reverse transcription was performed with TaqMan Reverse Transcription Reagents (Thermo Fisher Scientific) according to manufacturer’s instructions. qRT-PCR was performed using Applied Biosystems TaqMan Master Mix (Thermo Fisher Scientific); Taqman Primer Probes are listed in Supplemental Table 2. Relative expression was calculated with *Gapdh* as the reference gene for all samples and as 2^–ΔΔCt^.

### RNA-Seq.

RNA-Seq was performed on RNA isolated as above using the RNAeasy Plus Micro Kit. Five 10-week-old litter-matched *Gucy2c-GFP* mice were sorted into GUCY2C^hi^ and GUCY2C^Med^ groups at 20,000 cells per group. Library preparation, sequencing, alignment, and read counting was performed by the Novogene Corporation (Tianjin, China). Libraries were prepared using NEBNext Ultra II RNA Library Prep Kit (New England BioLabs). More information on library preparation and sequencing can be found in the Supplemental Methods.

Subsequent RNA sequencing analysis was performed in R (R Foundation for Statistical Computing). 

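Applied to the deposited counts, the threshold of more than 0.5 cpm in at least 3 of the 10 libraries keeps 15703 genes. The authors' deposited comparison holds 15689 genes, all of them among the 15703. Of the 14 genes absent from it, 12 bear a date in March in place of their name in the deposited table, and 2 bear the name Aldoa, which the table gives to both. A threshold of 0.5 cpm in at least 5 libraries would keep 14559 genes, and edgeR's filterByExpr with its defaults 13794. At least 1 count in any library was found for 28618 of the 54532 genes.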

For analysis, only genes with counts per million (cpm) of greater than 0.5 in at least 3 of the samples were included (15,689 genes). Limma (v3.40.6) and edgeR (v3.26.8) packages were used to determine differential gene expression (adj P value < 0.01) (62, 63). GSEA was performed using the GSEA (v4.1.0) C8 collection of cell type–signature gene sets (64, 65). Upregulated genes were ranked by log-fold change, and GSEA results were plotted using Prism (v9.3.1). Over-represented synaptic terms were analyzed using the online portal for SynGO, comparing upregulated genes in GUCY2C^hi^ cells (p adj > 0.01) to all genes with more than 0.5 cpm (31). Gene ontology (GO) analysis was performed using the package gProfileR version 0.70 (66). Data from RNA-Seq experiments can be acquired through the NCBI Gene Expression Omnibus (GEO; GEO Accession number: GSE207870).

### Data set acquisition and analysis.

Human single-cell RNA data was downloaded from the Human Protein Atlas on December 6, 2021 (38). Neurog3-Chrono mouse data was downloaded from GEO, data set ID GSE113561, on May 4, 2020 (36). GLP-1 in human organoid data was downloaded from GEO, data set ID GSE148224 (37). These publicly available data were analyzed with limma and edgeR packages (62, 63) in R, and *Gucy2c* FPKM was compared in Prism using a 1-way ANOVA.

### Coculture of intestinal cells with embryonic DRG neurons.

Intestinal cells used in coculture experiments were cultured as whole crypts to improve cell viability. As reported previously, yields of viable neuropod cells were low in sorted coculture, even when plating at a high density (27). Maintaining the intestinal epithelium as whole crypts improved the health of both neuropod cells and DRG neurons in coculture, allowing for more consistent cultures and more reproducible results. DRG neurons were prepared from E15.5 C57Bl6/J mice. Cocultures were grown on Matrigel-coated coverslips prepared by adding 20% Matrigel in DMEM to each coverslip and allowing the gel to solidify for at least 3 hours before plating. Neurobasal+ medium was used to culture intestinal cells with neurons, as this solution provided viable outgrowth conditions for both cell types.

Intestinal crypts were prepared as described in the small intestinal organoid culture section (Supplemental Methods) from *Gucy2c-GFP* mice. 100-200 crypts per well were plated directly onto Matrigel-coated coverslips simultaneously with isolated DRG neurons in a 24-well plate (Thermo Fisher, 144530).

Embryonic DRG neurons were isolated as described previously (67, 68). Briefly, DRGs were dissected out of E15.5 embryos on ice in L15 media (Gibco). Media was pipetted off, and DRGs were digested in 0.25% Trypsin (Corning) for 15 minutes at 37°C, gently shaking every 5 minutes. DRGs were then transferred to Neurobasal+ medium and mechanically triturated with a fire-polished glass pipette to achieve single-cell suspensions. DRG neurons were counted, and 5,000–10,000 neurons were plated per well with intestinal cells. Intestinal cells and DRG neurons were allowed to settle in 100 μL of Neurobasal+ medium on top of the coverslip for 30 minutes before adding the remaining 400 μL of media to each well. Live cocultures were imaged 24–48 hours after plating on an EVOS FL Auto Imaging system (Thermo Fisher Scientific). For immunostaining, cells were fixed with warm 4% PFA 24 hours after plating. DRG-neuron outgrowth to neuropod cells was quantified at 20× magnification in live cultures on D6 by selecting areas of the coverslip positive for GFP^hi^ cells in the GFP channel and taking a phase contrast image with a superimposed GFP image. All DRG neurons present in the image were counted, and subsequently, all DRG neurons with processes abutting GFP^hi^ cells were counted as “near neuropod cells” (n = 17 coverslips).

### Electrophysiology.

Electrophysiology experiments were performed on intestine-DRG neuron cocultures as prepared above 12–36 hours after plating. To patch on DRG neurons that were connected to GUCY2C^hi^ neuropod cells, first a GFP-bright neuropod cell was identified on the plate using GFP fluorescence. Next, the view was switched to brightfield, and a DRG neuron in physical contact (either on the soma or with a projection) was selected to patch. To identify DRG neurons alone, the processes of each DRG neuron were traced using DIC to ensure that the projections did not reach intestinal tissue.

Patch electrodes were made from Corning 7056 thin wall capillary glass (Warner Instruments) and pulled with a P-97 micropipette puller (Sutter Instruments). Electrodes were fire polished to have tip resistances of 1.5–4.5 MΩ. Signals were amplified using a Multiclamp 700B amplifier (Molecular Devices), low-pass filtered at 2 kHz (4-pole Bessel), digitized at 10 kHz using Digidata 1440 (Molecular Devices), and stored in a computer using Clampex version 10.2 software (Molecular Devices).

DRG neurons were recorded in the whole cell configuration. The external solution was composed of 130 mM NaCL, 5 mM KCl, 2 mM CaCl_2_, 1 mM MgCl_2_, and 10 mM HEPES, at pH 7.4 and titrated with NaOH. The internal solution was composed of 130 mM K-MES, 1 mM CaCl_2_, 1 mM EGTA, and 10 mM HEPES, at pH 7.3 and titrated with KOH, with 2 mM of Mg-ATP and 0.3 mM Tris-GTP added on the day of recording. All compounds used in the solutions were purchased from Sigma-Aldrich. The resting membrane potential was recorded in the absence of current injection. To determine the rheobase, the neurons received 200-millisecond current injection pulses starting at –40 pA from 0 pA baseline, which was then followed by consecutive current injection pulses increasing at intervals of +10 pA until the neuron fired an AP. To assess repetitive AP firing, neurons received a 1-second current injection pulse at 3× rheobase from a 0-pA baseline. Data processing and analysis were conducted in Clampfit version 10.5 (Molecular Devices) and Origin Pro version 9.1 (Origin Laboratory).

### Induced visceral hypersensitivity.

To induce visceral hypersensitivity, mice were treated with intrarectal TNBS (Sigma Aldrich). TNBS is commonly used to induce colitis and subsequent visceral hypersensitivity, resulting in hallmarks of visceral hypersensitivity including heightened pain responses to colorectal distention and increased sprouting and firing of nociceptive afferents that innervate the intestine (19, 22, 69, 70). Intrarectal TNBS induces acute colonic inflammation that resolves at 28 days, resulting in mice with chronic visceral hypersensitivity (CVH) that are sensitized to VP without active inflammation (71). Briefly, mice were fasted and anesthetized lightly with 2% isofluorane. A lubricated polyurethane catheter was inserted 2 cm intrarectally to instill 100 μL of 130 μL/ml TNBS in 30% ethanol into the intestine.

### Animal linaclotide treatment.

Linaclotide was diluted in sterile PBS at 0.5 μg/mL and administered by oral gavage daily for 5 days. Mice were given a 4 μg/kg dose of linaclotide — 200 μL of 0.5 μg/mL linaclotide — for allometric approximation of the FDA-approved 290 μg dose of linaclotide prescribed to patients (72, 73).

### CRD and pERK immunofluorescence.

CRD and pERK immunofluorescence was performed as previously described (19, 22, 69). Mice were fasted overnight to reduce stool content and anesthetized with 2% isofluorane. A lubricated 6 fr Foley catheter (Medline) was inserted transanally until the proximal end of the balloon was 0.5 cm from the anal verge, with a total balloon insertion of 52 cm, and secured with tape to the mouse’s tail (74). The catheter was then secured to the tail using tape, and the mouse was given 5 minutes to recover from anesthesia and acclimate to the balloon before CRD. CRD was performed using a Leur-lock 5 mL syringe (BD Biosciences) to deliver 80 mmHg of pressure — 1.2 mL of air per plunge — as assessed with a custom sphygmomanometer apparatus. The balloon was inflated to 80 mmHg for 10 seconds, followed by 5 seconds of deflation, and repeated 5 times. The mouse was immediately i.p. injected with 1 ug/kg avertin anesthesia for perfusion. Once the anesthetized mice were unresponsive to a toe pinch, mice were perfused with ice-cold PBS and ice-cold 4% PFA. The spinal cord from T10–L1 was removed, using ribs and the lumbar enlargement as landmarks, and postfixed in 4% PFA at 4°C for 16 hours, moved to 0.1% phosphate buffer for 24 hours, then submerged in 30% sucrose for 48 hours. Spinal cords were frozen in Tissue-Tek O.C.T. Compound (Sakura Finetek) and sectioned at 30 μm onto Superfrost Plus Microscope Slides (Thermo Fisher Scientific). Five spinal cord sections were sectioned per slide, and each slide was numbered so that equivalent position across the thoracolumbar spinal cord was compared for each condition. Slides were allowed to dry at room temperature overnight, then were frozen at –20°C.

To visualize pERK, slides were incubated at 37°C for 1 hour, and O.C.T. Compound was washed off with PBST. Tissue was outlined on slides with a Super PAP Pen (Thermo Fisher Scientific) and blocked for 1 hour in 5% BSA diluted in PBS with 0.3% Triton-X (PBSTx). Tissue was then incubated with pERK antibody at 1:200 in 5% BSA PBSTx for 16 hours at room temperature in a humid chamber. Rabbit control IgG was used as a negative control during this step at an equivalent concentration to pERK (2.5 μg/mL blocking buffer). Slides were then washed 3 times in PBST and incubated with Alexa Fluor 488-donkey-anti-rabbit antibody and DAPI (1:5000) in blocking buffer for 1 hour at room temperature. Slides were then washed 3 times in PBST and mounted with Prolong Diamond Antifade mounting media. For each condition, all genotypes were stained together (*Gucy2c^+/+^* and*Gucy2c^–/–^* or *CCK^cre^*, *Gucy2c^fl/fl^*, and *CCK^cre^Gucy2c^fl/fl^*). Slides were compared with negative-control slides stained with a rabbit IgG isotype control primary antibody.

Slides were imaged on a Leica TCS SP8 SMD Microscope (Jefferson Neuroimaging Core). All slides were imaged at the same settings, and for each condition all genotypes were imaged together. For all sections, z-stacks through all 30 μm were used with a z-step of 5 μm. Sections were imaged at 10× magnification, and the full z-stack (30 μm) of least 3 sections were counted per mouse. Counting was performed manually by a blinded observer, where a pERK-positive neuron was defined as having fluorescence above IgG control and being present in more than 1 consecutive z-step.

### AWR.

Behavioral responses of mice to CRD were quantified by the AWR (74–76). All mice used for AWR were at least 12-weeks old to account for mice that were given TNBS at 8 weeks. Mice were fasted, anesthetized, and a catheter was placed in the same manner as CRD for pERK experiments above. Mice then underwent either a 40 mmHg CRD protocol or an 80 mmHg CRD protocol. For the 40 mmHg protocol, a 1 mL Luer-Lok Tuberculin Syringe (BD Biosciences) was used to inject 0.6 mL of air, while the 80 mmHg protocol used a 5 mL Leur Lok syringe with 1.2 mL of air, with pressures measured by a sphygmomanometer. In the 40 mmHg protocol, the balloon was inflated for 2 seconds every 30 seconds, 10 times for each mouse; and for 80 mmHg, the balloon was inflated 2 seconds every 30 seconds 5 times for each mouse. Mice were scored on a scale from 0–4 (77, 78) with an AWR of 0 indicating lack of response; AWR 1 for brief movement resulting in immobility, or beginning mobility; AWR 2 for contraction of abdomen without lifting of abdominal structure; AWR 3 for lifting of abdominal structure with arching of back; AWR 4 for lifting of pelvic and abdominal structures with marked extension of limbs and arching.

All mouse behavior was scored by a blinded observer and video was recorded for each mouse for confirmatory scoring. The average of all 5 or 10 AWR scores per mouse was used for final statistical analysis. For mice that were tested more than once (i.e. with and without linaclotide), CRD protocols were spaced at least 4 weeks apart, allowing for adequate recovery between CRD protocols. For each condition, relevant genotypes were scored together on the same day, with *Gucy2c^+/+^* and *Gucy2c^–/–^*together, and *Cck^cre^*, *Gucy2c^fl/fl^*, and *Cck^cre^Gucy2c^fl/fl^* together.

### VMR.

Electromyographic (physiological) responses of mice to CRD were quantified by the VMR.(79, 80) Briefly, mice were anesthetized with 1.2–1.4 g/Kg of urethane (Sigma-Aldrich) through i.p. injection. After 20 minutes, mice were shaved and further anesthetized with 1.5% isoflurane to dissect the external oblique muscle. Bipolar electrodes (Micrograbber test clips [Pomona Electronics]) spaced 3 mm apart were placed along the muscle fiber of the external oblique. A needle electrode was placed subcutaneously in the tail of the mouse as a ground. Isoflurane was stopped and mice were allowed to recover until visibly responsive to a hind-paw toe pinch with forceps. VMR activity was measured using an AD Systems BioAmp. The VMR to CRD was continuously recorded at least 1 minute before, as a baseline, and after CRD, performed manually with 80 mmHg of pressure, for 10 seconds every 4 minutes and repeated 5 times total per animal. The VMR was amplified (1,000 × 3),filtered through a band-pass filter (0.3–1.0 kHz bandpass), sampled at 2.0 kHz using a PowerLab 8/30 data acquisition system (AD Instruments). VMR recordings were then rectified and integrated, with time constant decay of 0.05 seconds, using LabChart 7 software (AD Instruments). The AUC was averaged for 10 seconds before stimulation, and this background was subtracted from the measured AUC after stimulation.

### Data availability.

Data from RNA-Seq experiments were deposited in the NCBI Gene Expression Omnibus (GEO Accession number: GSE207870).

### Statistics.

Results are presented as the mean ± SD, and a P value of < 0.05 was considered significant. Statistical analysis was performed in Graphpad Prism 9 (Version 9.3.1) unless otherwise stated. Data were analyzed via 1-way and 2-way ANOVAs with Tukey’s multiple comparisons tests and Šídák’s multiple comparisons tests, as well as 2-tailed unpaired Student’s *t* tests with *f* tests to compare variances. Grubb’s outlier test was conducted on all AWR data. Plots were generated using limma and edgeR in R.

### Study approval.

The Thomas Jefferson University IACUC approved all animal protocols and procedures under protocol 01357. Human duodenal specimens were obtained from Whipple procedures performed for pancreatic cancer resection at Thomas Jefferson University Hospital. Samples were deidentified before retrieval, and immediately fixed overnight in 4% PFA for immunofluorescence. Although patients undergoing Whipple procedures had pancreatic cancer, their duodena were used to visualize the presence of neuropod cells in the human small intestine. Functional studies were not performed on these samples.

## Author contributions

These investigations were conducted, supporting methodologies developed, and data were acquired and validated by JRB, AKL, TDA, AAE, and SB. Data were visualized and the original draft was prepared by JRB. The project was conceptualized, data were reviewed, and the manuscript was reviewed and edited by JRB, AKL, TDA, AAE, SB, LC, ACL, AES, MC, and SAW. SAW provided administration and acquisition of financial support for the project leading to this publication.

## Supplementary Material

Supplemental data

Supplemental data set 1

## Figures and Tables

**Figure 1:**
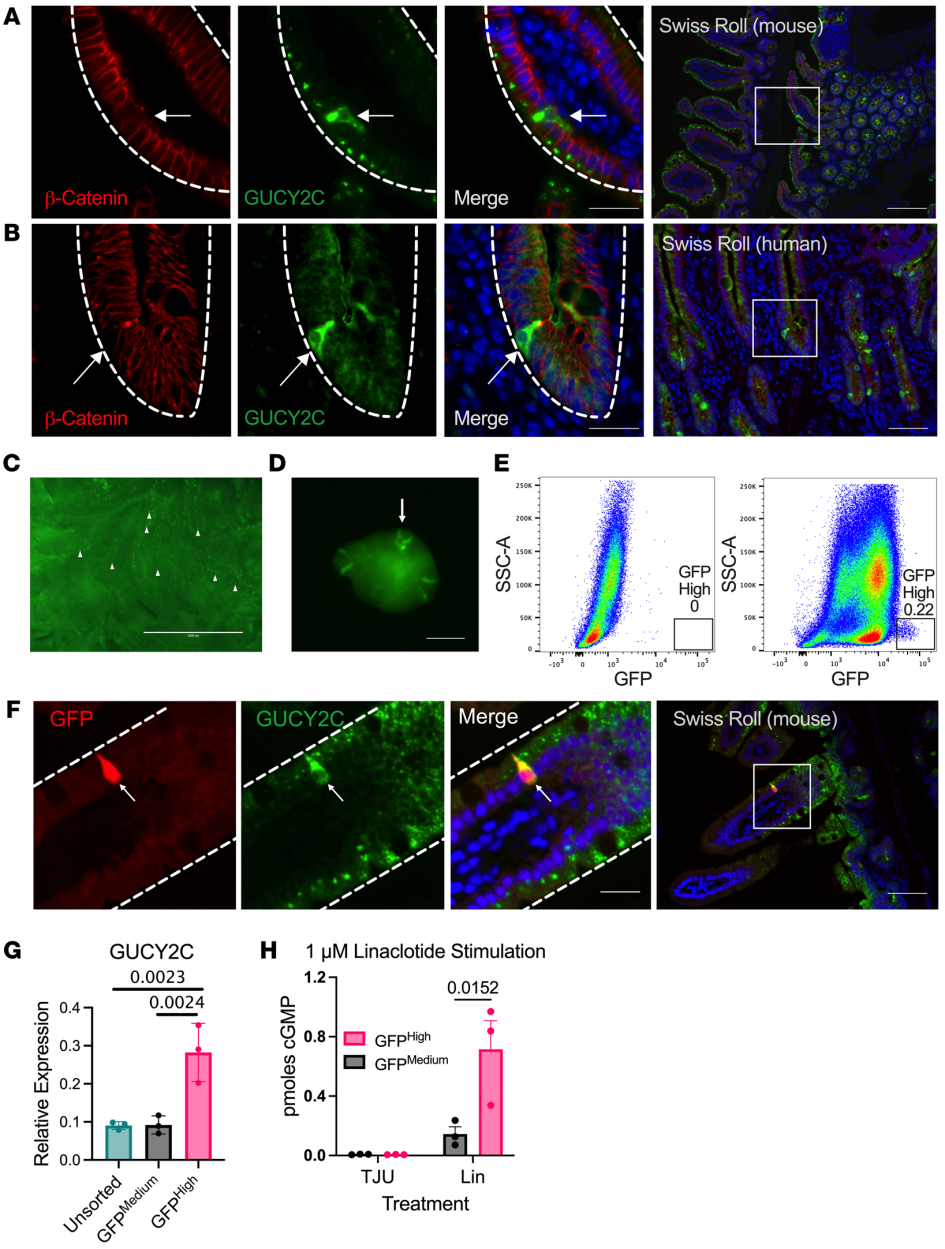
GUCY2C is enriched in a subset of intestinal cells. (**A** and **B**) Immunofluorescence of mouse jejunum (**A**) or human duodenum (**B**) reveals intestinal cells with increased GUCY2C expression and basal pseudopods (arrows). White dashed lines delineate intestinal epithelium. (**C** and **D**) Live images of GUCY2C-GFP reporter mouse show GFP expression throughout the intestine, punctuated with brightly fluorescent cells with basal pseudopods (arrows) in freshly dissected intestine (**C**) and intestinal organoids (**D**). (**E**) FACS of dissociated GUCY2C-GFP mouse intestinal epithelium (right) compared with nonfluorescent intestine (left) reveals a small population of cells with increased GFP fluorescence intensity (GFP High) (representative of n = 3). (**F**) GUCY2C-GFP^hi^ cells in the GUCY2C-GFP reporter mouse have increased GUCY2C expression, as shown by immunofluorescence. (**G**) GFP^hi^ cells are enriched in GUCY2C transcripts compared with bulk intestinal epithelial cells (20,000 cells/sample, 2 samples/mouse, n = 3 mice). (**H**) The GUCY2C agonist linaclotide induces cGMP production by sorted GFP^hi^ cells (10,000 cells/sample, 2 samples /mouse, n = 3*)*. Scale bars: 25 μm (Merge), 100 μm (Swiss Roll). Statistics calculated using 2-way ANOVA with Tukey’s multiple comparisons test.

**Figure 2:**
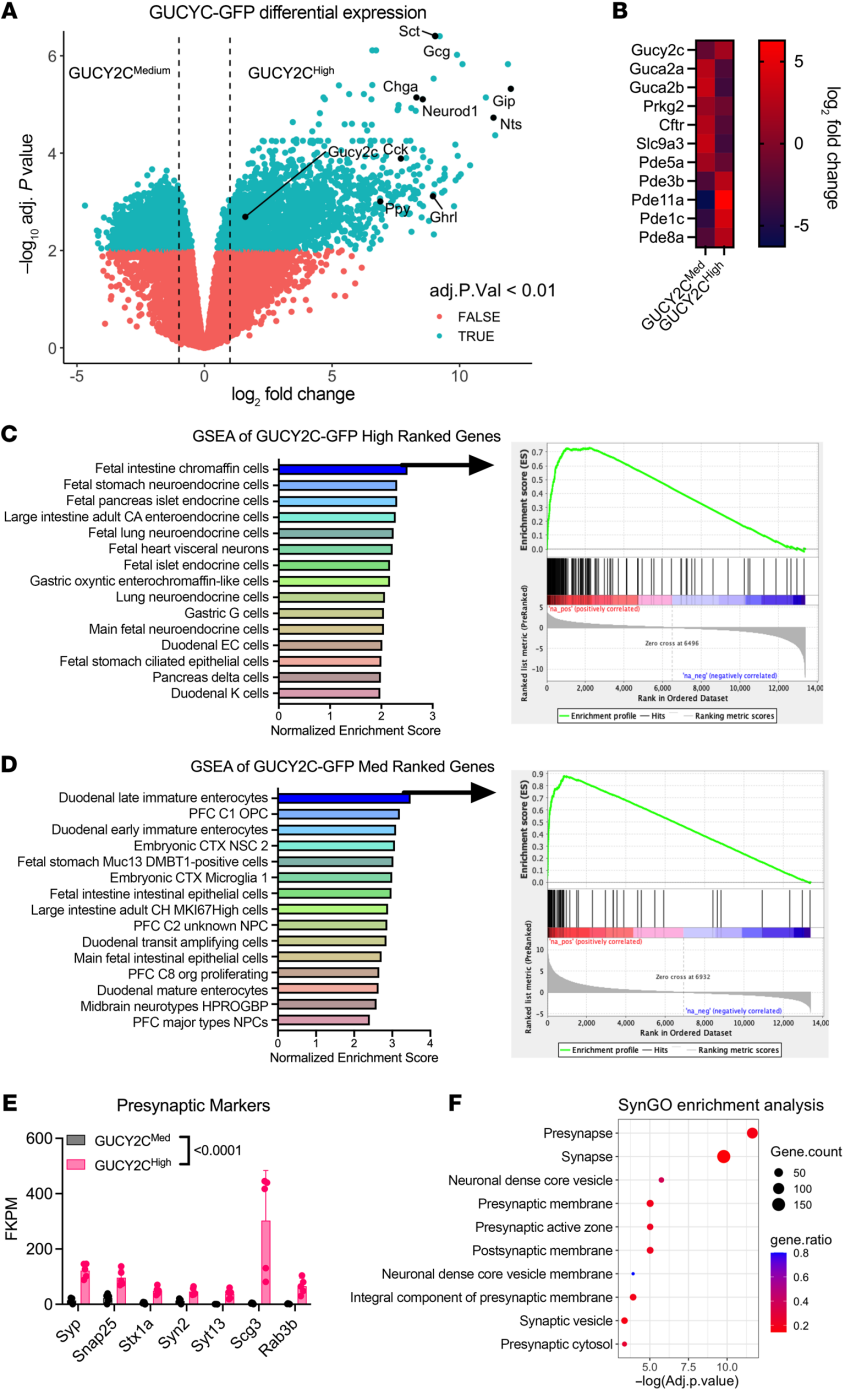
GUCY2C^hi^ cells differentially express enteroendocrine and neuronal transcripts. (**A**) RNA sequencing of sorted GUCY2C^hi^ and GUCY2C^med^ cells from GUCY2C-GFP small intestine reveals that the transcripts most enriched in GUCY2C^hi^ cells are markers of enteroendocrine cells. (20,000 cells/group; n = 5) (**B**) GUCY2C^hi^ cells are enriched in *Gucy2c*, but not in GUCY2C ligands *(Guca2a, Guca2b*) or canonical downstream targets of GUCY2C secretory signaling *(Prkg2, Cftr, Slc9a3,* and *Pde5a*). (**C**) GSEA reveals that GUCY2C^hi^ cells exhibit a neuroendocrine phenotype, while (**D**) GUCY2C^med^ cells phenocopy enterocytes (15 gene sets with highest normalized enrichment scores shown, all FDR<0.0001) (**E**) GUCY2C-GFP^hi^ cells are enriched in the presynaptic marker transcripts enriched in ChrgA^+^ ECs. (**F**) SynGO analysis reveals that GUCY2C-GFP^hi^ cells are enriched in transcripts of presynaptic and postsynaptic proteins (GO terms with padj < 0.05). Statistics for **A** and **B** were determined through Limma (v3.40.6) and edgeR (v3.26.8). GSEA analysis was performed on gene sets with differential expression adjusted *P* values < 0.01. Statistics for **E** were calculated using 2-way ANOVA with Tukey’s multiple comparisons test.

**Figure 3:**
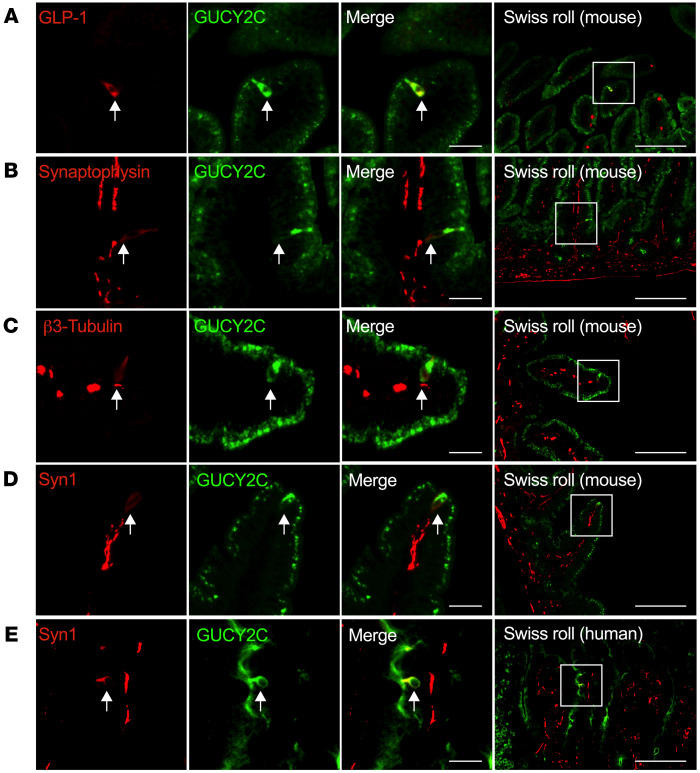
GUCY2C^hi^ cells coexpress markers of EECs and neuropod cells and interact with submucosal neurons. GUCY2C high cells express markers of (**A** and **B**) EECs (GLP-1 and synaptophysin) and (**C** and **D**) neuronal markers (B3 tubulin and Syn1) in mouse duodenum (arrows). (**E**) Human GUCY2C-GFP^hi^ cells also are enriched for Syn1, a neuropod marker in duodenum (arrows). Scale bars: 25 μm (Merge), 100 μm (Swiss Roll).

**Figure 4:**
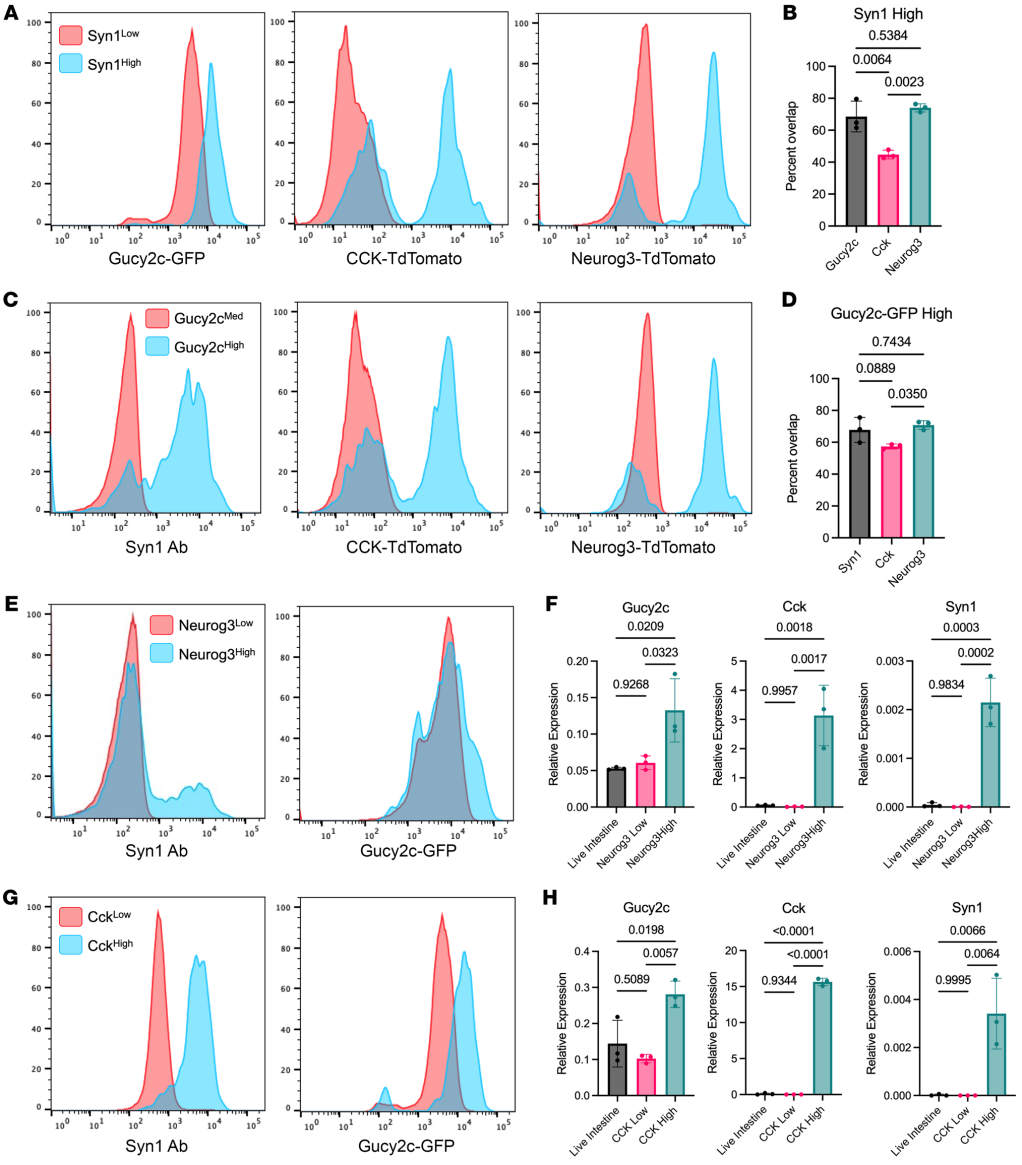
Neuropod cells and EECs are GUCY2C^hi^. All figures represent dissociated small intestinal epithelium stained with antibody, and are representative of at least 3 mice. (**A**) Syn1^hi^ cells (stained with Syn1 antibody) are enriched in GUCY2C, CCK, and emerged from a Neuorg3+ lineage in fluorescent mouse models compared with Syn1^lo^ cells. (**B**) Quantification of (**A**) reveals that a majority of Syn1^hi^ neuropod cells are GUCY2C^hi^, CCK^hi^, and Neurog3^hi^ (n = 3). (**C**) GUCY2C^hi^ cells (from GUCY2C-GFP mice) are enriched in Syn1 and CCK, and emerge from a Neuorog3+ lineage. (**D**) Quantification of (**C**), reveals that a majority of GUCY2C^hi^ cells are neuropod cells (Syn1^hi^), CCK^hi^, and Neuorg3^hi^ (n = 3). (**E**) A population of Neurog3^hi^ cells (from a *Neurog3-Tdtomato* mouse) are Syn1^hi^ and GUCY2C^hi^. (**F**) Neurog3^hi^ cells are enriched in Gucy2c, Cck (enteroendocrine marker), and Syn1 transcripts. (**G**) CCK^hi^ cells (from a *Cck-TdTomato* mouse) also are enriched Syn1^hi^ and GUCY2C^hi^. (**H**) Similarly, CCK^hi^ cells are enriched in Gucy2c, Cck (positive control), and Syn1 transcripts (n = 3). Statistics for **B**, **D**, **F**, and **H** were calculated using 1-way ANOVA with Tukey’s multiple comparisons test.

**Figure 5:**
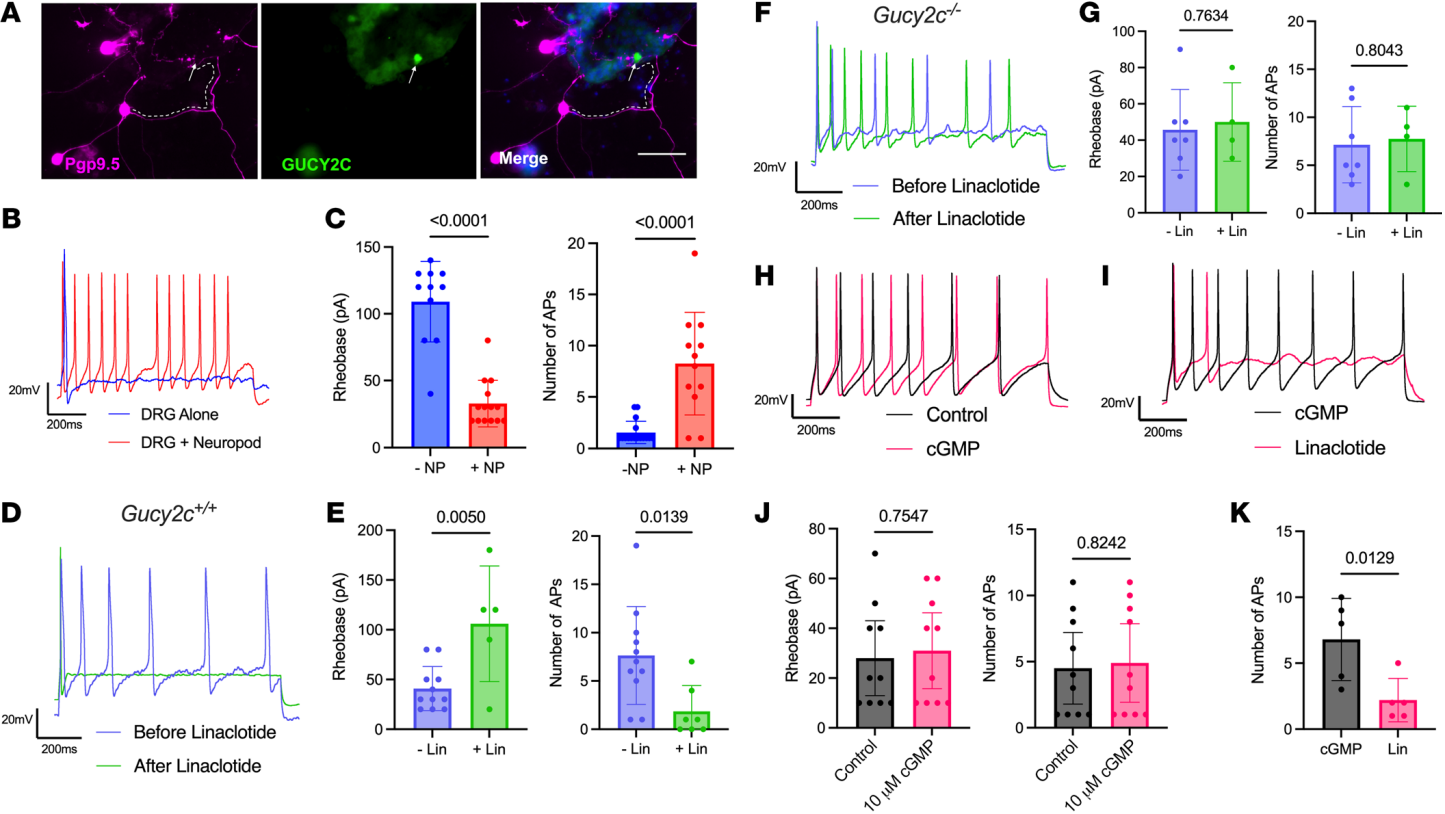
Neuropod cells regulate DRG neuron excitability through GUCY2C. (**A**) Immunofluorescence of E15.5 DRG neurons (Pgp9.5+) plated with small intestinal crypts from GUCY2C-GFP mice exhibit outgrowth directed specifically toward GUCY2C^hi^ neuropod cells 24 hours after plating. Scale bar: 50 μm. (**B**) Representative AP traces of stimulated DRG neurons in coculture with intestinal crypts. DRG neurons exhibit (blue) 1 AP when not near a neuropod (DRG Alone) or (red) repetitive firing when near a neuropod. (**C**) Summary of DRG neuron rheobase and number of APs fired under conditions **B** above. (**D**) Representative AP traces of DRG neurons + Neuropod before (blue) and after addition of 1 μM linaclotide (green), revealing loss of repetitive AP firing after linaclotide treatment. (**E**) Summary of DRG neuron rheobase and number of APs fired under conditions **E** above. (**F**) Representative AP traces of DRG neurons + Neuropod cells from *Gucy2c^–/–^* crypts before (blue) and after 1 μM linaclotide (green), reveal no change in repetitive firing. (**G**) Summary of DRG neuron rheobase and number of APs fired under conditions **F** above. (**H**) Representative AP traces of DRG cells + Neuropod cells showing repetitive AP firing before (black) and after 10 μM cGMP treatment (pink). (**I**) Representative AP traces of DRG neurons showing repetitive AP firing after 10 μM extracellular cGMP and decreased AP firing after subsequent 1 μM linaclotide. (**J**) Summary of DRG neuron rheobase and number of APs fired under conditions from **H** above. (**K**) Summary of DRG neuron rheobase and number of APs fired under conditions from **I** above. Representative traces represent 1 recording of the DRG neurons plotted in the subsequent rheobase and AP graphs. Statistics for **C**, **E**, **G**, **J**, and **K** were calculated using 2-tailed unpaired *t* test with an *f* test for comparisons of variances.

**Figure 6:**
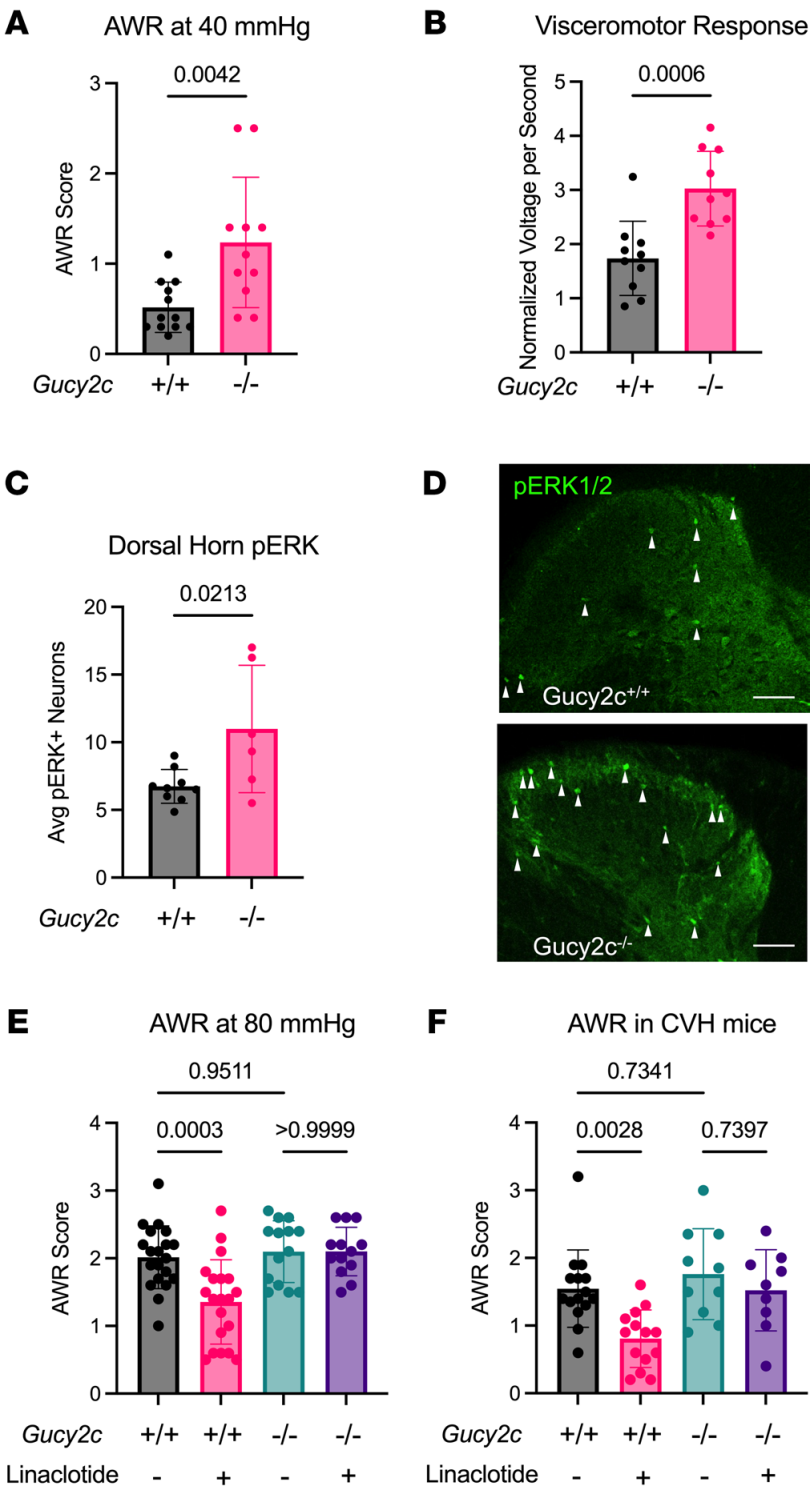
Gucy2c^–/–^mice exhibit a spontaneous VP syndrome that is refractory to linaclotide. (**A**) AWR, a behavioral readout of VP after CRD, reveals that *Gucy2c^–/–^* mice have a hyperalgesic response to nonnoxious CRD (40 mmHg; n = 11–12). (**B**) Visceromotor response of the external oblique reveals that *Gucy2c^–/–^* mice have increased pain reflexes compared with *Gucy2c^+/+^* mice (80 mmHg; n = 10). (**C**) Quantification of pERK^+^ cells in the dorsal horn of the thoracolumbar spinal cord reveals hyperalgesia in *Gucy2c^–/–^* mice after noxious CRD (80 mmHg; n = 6–9). (**D**) Representative images of pERK staining (arrowheads) in the dorsal horn of *Gucy2c^+/+^* and *Gucy2c^–/–^* mice. (**E**) AWR score of *Gucy2c^–/–^* and *Gucy2c^+/+^* mice after noxious CRD (80 mmHg) with and without 5 days of 4 μg/kg/day linaclotide gavage (n = 13–20). (**F**) AWR score of *Gucy2c^–/–^* and *Gucy2c^–+/+^* mice after nonnoxious CRD (40 mmHg) with and without 5 days of 4 μg/kg/day linaclotide gavage (n = 10–15). Statistics for **A**–**C** were calculated using 2-tailed unpaired *t* test with an *f* test for comparison of variances. Statistics for **E** and **F** were calculated using 2-way ANOVA with Tukey’s multiple comparisons test (all comparisons were included in statistical calculation, with only relevant comparisons shown for clarity).

**Figure 7:**
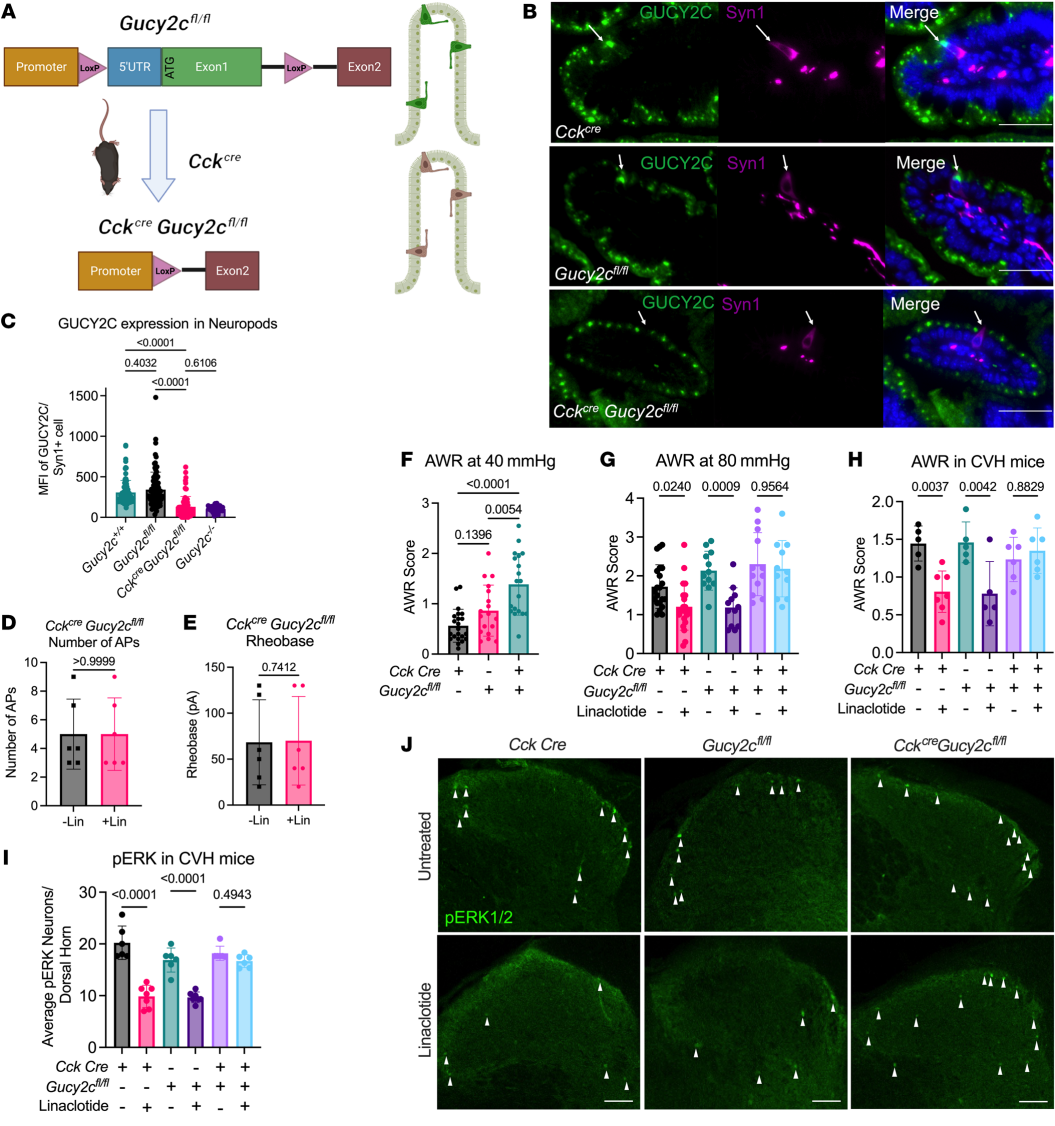
GUCY2C in intestinal neuropod cells regulates VP. (**A**) Schematic of *CCK^cre^Gucy2c^fl/fl^* mice used to eliminate GUCY2C in intestinal neuropod cells, with LoxP sites flanking Exon1 of the *Gucy2c* gene. (**B**) Representative immunofluorescence of *CCK^cre^*, *Gucy2c^fl/fl^*, and *CCK^cre^Gucy2c^fl/fl^* mice revealing GUCY2C^hi^ Syn1^+^ cells in *CCK^cre^*, *Gucy2c^fl/fl^* intestines, but loss of GUCY2C in *CCK^cre^Gucy2c^fl/fl^* Syn1^+^ cells (arrows; representative of n = 19–22). (**C**) Quantification of Mean Fluorescence Intensity (MFI) of GUCY2C in Syn1^+^ neuropod cells in intestine reveal that *CCK^cre^Gucy2c^fl/fl^* mice lose GUCY2C expression in neuropod cells (n = 3 mice, 10 sections/mouse, MFI/cell shown). (**D** and **E**) Electrophysiology of DRG neurons cocultured with intestinal crypts of *Cck^cre^Gucy2c^fl/fl^* mice show no change in (**D**) Rheobase and (**E**) AP number after linaclotide treatment (similar to *Gucy2c^–/–^*) (n = 6). (**F**) AWR scores of *Cck^cre^*, *Gucy2c^fl/fl^*, and *Cck^cre^Gucy2c^fl/fl^* mice at nonnoxious (40 mmHg) CRD reveals that *Cck^cre^Gucy2c^fl/fl^* mice recapitulate the visceral hypersensitivity observed in *Gucy2c^–/–^* mice (n = 19–22). (**G**) AWR scores of *Cck^cre^*, *Gucy2c^fl/fl^*, and *Cck^cre^Gucy2c^fl/fl^* mice after 80 mmHg CRD and the same mice after 4 μg/kg/day linaclotide treatment for 5 days (+Lin) reveal that *Cck^cre^* and *Gucy2c^fl/fl^*, but not *Cck^cre^Gucy2c^fl/fl^* mice, exhibit decreased pain scores after linaclotide (n = 11–21). (**H**) AWR scores of *Cck^cre^*, *Gucy2c^fl/fl^*, and *Cck^cre^Gucy2c^fl/fl^* mice after induction of CVH and 40 mmHg CRD before and after 4 μg/kg/day linaclotide treatment for 5 days (+Lin) reveals that *Cck^cre^* and *Gucy2c^fl/fl^*, but not *Cck^cre^Gucy2c^fl/fl^* mice, respond to linaclotide (n = 5–7). (**I**) pERK^+^ neurons in the dorsal horn of the spinal cord are decreased in CVH *Cck^cre^* and *Gucy2c^fl/fl^*, but not *Cck^cre^Gucy2c^fl/fl^*, mice after linaclotide (n = 6–7). (**J**) Representative images from **I**, showing decreased pERK staining in the dorsal horn of linaclotide-treated *Cck^cre^* and *Gucy2c^fl/fl^* mice, but not *Cck^cre^Gucy2c^fl/fl^* mice (arrowheads). Scale bars: 50 μm. Statistics for **C** and **F**–**I** were calculated using 2-way ANOVA with Tukey’s multiple comparisons test. Statistics for **D** and **E** were calculated using 2-tailed unpaired *t* test with an *f* test for comparison of variances.

How the deposited data were processed for this re-analysis (not part of the article)

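RNA of GUCY2C hi and GUCY2C med cells sorted from the small intestine of 5 Gucy2c-GFP mice was measured in 10 libraries, 5 per group, each from 20000 cells. The groups follow the sample labels, which name the GUCY2C med libraries both Medium and Lo. The numbers in the labels, 2, 7, 12, 14 and 15, were taken as those of the mice. The read counts per gene, as deposited by the authors, are raw whole numbers made by the sequencing provider, who aligned paired-end reads with STAR. The FPKM values, as deposited, were made by dividing counts by gene length and by reads counted on genes; for 13227 of 16630 genes the length they imply is shorter than the gene length in the same table (median ratio 0.470), so they were used only where the paper plots FPKM. The authors' comparison, as deposited, gives log2 fold changes, p-values, adjusted p-values and a test score, the moderated statistic, for 15689 genes, made with limma and edgeR after their filter. It was used for comparison only. The paper's text names neither the function, the normalization nor the design.

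Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and figures were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Genes with more than 0.5 cpm in at least 3 libraries were kept, as in the paper, which left 15703 of 54532. Groups were compared by edgeR's quasi-likelihood test with TMM factors and without a term for the mouse, at a Benjamini-Hochberg adjusted p under 0.01. The biological coefficient of variation was 0.458. Counts were simulated from the mean levels and library sizes of these libraries, with 200 of 15703 genes changed. The test called 118 of them, 97 of the 100 changed 4-fold and 1 unchanged gene. With limma-voom the numbers were 112, 96 and 1, and with DESeq2 134, 98 and 12. The simulation gave every gene the same dispersion, lower than the common dispersion of 0.210 in the real libraries, and no mouse effect. It therefore does not measure the error rates in the real libraries. A gene whose libraries in 1 group all had at most 3 counts is given a lower bound of its fold, computed against 3 counts. This floor covers counting error only.

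Lists of genes were tested with limma's camera (preset correlation 0.01) at an adjusted p under 0.01 over 17 lists, 13 for cell types and 4 for synapses and excitability, with fry and with camera's estimated correlation beside it. The neurotransmitter, phosphodiesterase and Figure 2B lists were counted gene by gene. The FPKM of the Figure 2E genes were compared by exact two-sided permutation tests on log2(FPKM + 1) at a p under 0.05. The genes named are those the paper names for this experiment, Syn1, Tubb3, Syp and Neurog3, members of a list that is summarised, and the 10 genes with the largest log2 fold change in each direction among those past the threshold, changed in the same direction in all 5 mice, with at least 5 cpm on average. These rules, the 17 lists, the tests and the alternatives were set before the data were examined. Lists of forebrain neuron, oligodendrocyte, astrocyte, dorsal root ganglion neuron, enteric neuron identity and hepatocyte genes, and the forebrain covariate, were added afterwards. Results for some genes are not reported here, and 1 added list and 1 gene of a later test were left out with them.

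The alternatives were limma-voom, DESeq2, the mouse number as replicate block in edgeR and in limma-voom, voomWithQualityWeights, library size without TMM, RLE and upper-quartile factors, the 50 most abundant genes left out, no filter, at least 10 counts in every library, each library left out in turn, other thresholds, and for FPKM a pseudocount of 0.1 and TMM-scaled FPKM. Gene positions were checked against GRCm38 and NCBIM37. The C8 and SynGO gene sets were not analysed here, so no enrichment was tested. Experiments on other samples, such as electrophysiology, imaging, qRT-PCR and behavior, were not analysed here.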

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

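All tests in this part were chosen after the result was seen or, for that of liver RNA, narrowed after values were seen. Among 228 groups of 5 libraries, 16 had 1 library far from the others by Dixon's test, where chance gives 11.4, so single outliers carry little weight. Groups at the floor of 3 counts were left out of this count after 1 of them had been picked out.

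Transcripts of forebrain neurons were found in libraries of both groups, in genes the paper does not discuss. Nrgn reached 933 cpm in the GUCY2C hi library of mouse 15 and 521 cpm in the GUCY2C med library of mouse 12, and Slc17a7 reached 77.0 and 44.7 cpm in the same libraries. Of 18 forebrain neuron genes, 3 of which are also in another list, 72.2% followed the level of the postsynaptic list across the 10 libraries at a Spearman's rho of at least 0.8, against 7.03% of all genes tested. For other lists the numbers were 3 of 8 oligodendrocyte genes, 4 of 11 astrocyte genes, 0 of 5 dorsal root ganglion genes and 1 of 6 enteric neuron identity genes; the most abundant genes were Aspa (416 cpm), Glul (145 cpm), Isl1 (373 cpm) and Tac1 (1782 cpm). The tables argue against enteric neurons, since Phox2a and Hand2 reached 0.663 cpm at most, and against dorsal root ganglion neurons, since Scn10a, Mrgprd and Pou4f1 reached 0.269 cpm at most. These genes were picked from their lists after their levels had been seen. They also argue against transcripts of the GUCY2C hi cells themselves: the summed forebrain genes in the GUCY2C med library were between 5.97% and 308% of those in the GUCY2C hi library of the same mouse, the summed enteroendocrine genes between 0.116% and 0.889%, and the first percentage was at least 23.6 times the second in every mouse. An earlier version of this test, on the mean forebrain level of the groups, decided nothing, since the mice went both ways. Library size is an unlikely cause, since the largest total of the GUCY2C hi libraries was 1.03 times the smallest while Nrgn ranged from 20.0 to 933 cpm; an earlier version of this test, the rank correlation of total count and forebrain level over all 10 libraries, gave a rho of 0.261 (permutation p = 0.470). RNA of forebrain tissue stays open as a candidate source. In the 6 libraries of the 3 mice with Xist transcripts, the sum of 4 Y-linked genes, between 0 and 9.13 cpm, rose with the forebrain level (Spearman's rho 0.943, exact permutation p = 0.0167; Pearson's r 0.880, exact permutation p = 0.0236, and 0.811 without the 2 farthest libraries), in line with RNA of an animal other than the sorted mouse. In the other 2 mice the sum was between 82.5 and 104 cpm. Where such RNA would have entered was not tested.

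Enterocyte transcripts were higher in the GUCY2C hi libraries of mice 12 and 15 than in those of the other mice. The sum of Cd74 and H2-Aa, which are in the list of myeloid and B cells, was 43.3% and 29.9% of that in the GUCY2C med library of the same mouse, and between 5.13% and 6.28% in the others. This is in line with cells of the GUCY2C med type, or their RNA, among the sorted GUCY2C hi cells. They would not account for everything that sets these 2 libraries apart: the summed T cell genes were 215% and 461% of those in the GUCY2C med library of the same mouse, which a share of such cells cannot bring, and between 35.1% and 145% in the others. The tables argue against library size, since the larger total of these libraries was 1.00 times the median. Proliferation genes do not divide the mice in this way: the median over the list, again as a percentage of the GUCY2C med library of the same mouse, was 53.3% in mouse 12 and 54.6% in mouse 15, but also 48.8% in mouse 2, and 12.5% and 19.6% in mice 7 and 14. A difference between the mice themselves was not tested.

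Pla2g2a had 1200 cpm in the GUCY2C hi and 1223 cpm in the GUCY2C med library of mouse 12 and at most 101.5 cpm in the others. More Paneth cells in mouse 12 are an unlikely cause, since over the other Paneth genes the median ratio of its GUCY2C med library to the mean of the other mice was 0.949. A variant of the gene carried by mouse 12, which is of an outbred stock, stays open: its lower value was 11.8 times the highest of the others, but the counts hold no sequence, so this cannot be told apart from regulation in that mouse.

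Afp and Ambp, which the paper does not discuss, had on average 5570 and 1140 cpm in GUCY2C hi cells, with 15176 cpm of Afp in mouse 14. The tables argue against RNA of liver cells: among Alb, Ahsg, Serpina1c and Fgb the highest mean in GUCY2C hi cells was 23.3 cpm, for Alb. The first version of this test used the whole list of 6 hepatocyte genes and was narrowed to the 4 genes its prediction names after Cyp3a11 was seen at 892 cpm in GUCY2C hi and 4195 cpm in GUCY2C med cells; Tat had 6.38 cpm in GUCY2C hi cells. Expression by GUCY2C hi cells stays open as a hypothesis. In GUCY2C med cells Afp was highest in mouse 14, with 12.2 cpm, and Ambp in mouse 15, with 1.37 cpm; no explanation was tested for these. Among other genes outside those the paper discusses with a signal in GUCY2C hi cells only were Galr1 with 52.8 cpm on average, Cyp2j12 with 39.4 cpm and Prrx2 with 30.4 cpm, each at most 3 counts in every GUCY2C med library.

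For the remaining single libraries no explanation was tested. In GUCY2C med cells these were mouse 2 for Nts (42.7 cpm) and the summed phosphodiesterases (286 cpm), mouse 15 for Guca2a (486 cpm, the lowest) and the summed goblet genes (13307 cpm), mouse 14 for Cacna1d (1.28 cpm), and mouse 7 for Unc13a (0.241 cpm, the lowest), Gsta1 (167.6 cpm) and Gsta3 (153 cpm). In GUCY2C hi cells they were mouse 12 for Gm32585 (31.6 cpm) and mouse 15 for the summed erythrocyte genes (58.8 cpm) and oligodendrocyte genes (364 cpm).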

How the results depend on the processing

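Of 85 results for single genes other than the log2 fold change of Gucy2c, which is given below, 51 kept their direction and their side of the threshold under every alternative run, 32 changed side (25 lost the call under at least 1 alternative and 7 gained it) and 2, Slc17a7 and Neurog3, changed direction. The 85 include the FPKM comparisons of the 7 genes of Figure 2E, which most of their alternatives could not change. Of the alternatives, the covariate of forebrain level and the FPKM comparisons that left out 1 library were chosen after seeing the data.

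At the threshold of 0.01, the 2186 genes higher and 1381 lower in GUCY2C hi cells became 1294 and 779 with the mouse number as replicate block in edgeR. Lower genes were 2235 with DESeq2, 2388 with limma voomWithQualityWeights and 557 with library size only, without TMM, where the median log2 fold change of all genes was 0.39 in place of 0.09. At an adjusted p under 0.05, 3367 genes were higher and 2767 lower. Across the 10 fits that each left out 1 library, between 1663 and 2546 genes were higher, and between 506 (without the GUCY2C hi library of mouse 2) and 1606 (without that of mouse 15) were lower. The count of lower genes fell by more than 1.5 times also without the GUCY2C hi library of mouse 7 (585) or 14 (708), and without the GUCY2C med library of mouse 2 (673), 12 (735), 14 (539) or 15 (529). The cause was not tested. Of 100 splits of the 10 libraries into 5 and 5, drawn from 126, 1 gave as many genes, the real one, and so did 1 of the 16 that part the libraries of every mouse. The others called at most 0 genes; at an unadjusted p under 0.05 they had at most 4406 genes, against 7459 in the real split. Deviations from the group means were more alike between the libraries of the same mouse than between different mice for mouse 12 (correlation across genes, which are not independent, of 0.27 against -0.03), and not for mice 2, 7, 14 and 15.

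The log2 fold change of Gucy2c was 1.62 with the replicate block in edgeR, and no longer past the threshold, and from 1.59 to 1.94 in the fits that left out 1 library. That of Slc17a7, 0.06, became -0.29 with limma-voom, -0.73 with the replicate block in edgeR, -0.36 with that in limma-voom, -1.86 with voomWithQualityWeights and -0.36 with the forebrain covariate, and ranged from -0.83 (without the GUCY2C hi library of mouse 15) to 0.48 when 1 library was left out. That of Neurog3, -0.04, became 0.011 with limma-voom, 0.032 with the replicate block in edgeR, 0.12 with voomWithQualityWeights, 0.24 with library size only, 0.031 with upper-quartile factors and 0.086 with at least 10 counts in every library, and ranged from -0.19 to 0.19 when 1 library was left out. Neither gene passed the threshold in any fit. The cause was not tested.

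Camera with the estimated correlation left the enteroendocrine (median 8.14), enterocyte (-2.20), proliferation (-1.53), Figure 2E presynaptic (2.91) and excitability (1.97) lists short of the threshold, by construction with the same medians; fry added the mesenchyme and endothelium list (4.16). With at least 10 counts in every library, where fewer genes are tested, the Figure 2E list had a median of 2.42 and did not pass. Lists that changed direction passed the threshold under no alternative. With limma-voom the medians were -0.0299 for the goblet list, -0.41 for enteric glia, -0.15 for erythrocytes and -0.20 for the postsynaptic list. With the replicate block in edgeR they were -0.032, -0.28, -0.21 and -0.40, and with that in limma-voom -0.0575 for the goblet list. With voomWithQualityWeights they were -0.35 for T cells, -0.60 for myeloid and B cells, -1.78 for enteric glia, -0.40 for enteric neurons, -1.38 for erythrocytes and -1.34 for the postsynaptic list. With at least 10 counts in every library the median of myeloid and B cells was -2.10. With the forebrain covariate the medians were -0.067 for enteric glia, -0.13 for erythrocytes and -0.17 for the postsynaptic list. The cause was not tested.

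When 1 library was left out, the medians ranged from -0.26 to 0.81 for goblet cells, -0.17 to 0.77 for myeloid and B cells, -0.58 to 0.61 for enteric glia, -0.15 to 0.81 for enteric neurons, -1.19 to 0.76 for erythrocytes and -0.60 to 0.55 for the postsynaptic list. The lowest came without the GUCY2C hi library of mouse 2 for goblet cells, of mouse 12 for myeloid and B cells and of mouse 15 for the others. The number of neurotransmitter genes past the threshold, 10, ranged from 6 to 12. The number of phosphodiesterase genes, 8, ranged from 5 to 8, and was 5 with the replicate block in edgeR and 4 with at least 10 counts in every library. All 7 genes of Figure 2E kept an FPKM difference past the exact test under the alternatives run for them. The groups did not overlap for any of the 7, so another pseudocount or 1 library left out could not have changed this.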

Differences from the paper's values

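Of the values the paper states or plots, none met the criteria for a difference. The paper states 15689 genes where 15703 were tested here. The bound of 4.55 on the log2 fold change of Ppy stands against about 6.9 in Fig. 2A, read by eye.

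The paper presents Guca2a, Guca2b and Slc9a3 as lower in GUCY2C hi cells (Fig. 2B), and the authors' deposited comparison calls them, with the authors' adjusted p of 0.00896, 0.00564 and 0.00222. Here their adjusted p was 0.0148, 0.0192 and 0.0120. Of the alternatives set before the data were examined, limma-voom, limma-voom with the mouse number as replicate block, DESeq2 and limma voomWithQualityWeights call all 3 genes, as does a threshold of 0.05, and Slc9a3 is also called without a filter on low counts. Among the 10 fits that left out 1 library, 2 call Guca2a, 0 call Guca2b and 1 calls Slc9a3. The other alternatives set before do not call them. The forebrain covariate, added afterwards, calls Guca2b and Slc9a3 (adjusted p of 0.00726 and 0.00362) but not Guca2a (0.0116). Maoa, called by the authors (0.00548), had an adjusted p of 0.0168 here. It is called under the same 4 alternatives, at a threshold of 0.05 and with the forebrain covariate (0.00688). It is also called in 1 of the 10 fits that left out 1 library. In GUCY2C hi cells Guca2a, Guca2b, Slc9a3 and Maoa were all highest in mice 12 and 15, whose GUCY2C hi libraries also had more enterocyte transcripts. No fit left out both of these libraries, so their part in the missed calls stays open.

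The paper presents the genes of serotonin production and packaging as those most highly expressed. Among the 21 neurotransmitter genes tested, ordered by mean level in GUCY2C hi cells, Tph1 was in place 1. Ddc, also a gene of serotonin synthesis, was in place 2. Slc18a1 was in place 4, after Maoa, and Slc18a2 in place 10, with 40.3 cpm against 69.8 cpm for Th, in place 7. Maoa stood before Slc18a1 only through mice 12 and 15, with 1014 and 1426 cpm. In mice 2, 7 and 14 it had 241, 96.6 and 121 cpm, below the 449, 567 and 773 cpm of Slc18a1. This order by cpm is not corrected for transcript length. The paper assigns phosphodiesterase 3 to GUCY2C hi cells; Pde3b was higher there by 2.71 on the log2 scale, and the change of Pde3a was -1.01.

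The paper states that SynGO analysis found postsynaptic gene products raised, and 18 of the 24 genes its data file lists for the postsynaptic membrane were higher here. A list of 22 postsynaptic genes had a median of 0.15 here, but its level followed that of forebrain genes over the libraries (Pearson's r 0.989), so this median says little about GUCY2C hi cells. Of the 166 genes in the complete SynGO lists, the authors' own adjusted p was under 0.01 for 117 and at most 0.0287.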

Other observations

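All tests in this part were chosen after the result was seen.

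The median log2 fold change of presynaptic genes outside Figure 2E was small. With the forebrain level as covariate, the median over these 22 genes went from 0.95 to 1.15. Of these genes, 9 were higher in GUCY2C hi cells with the covariate, against 4 without it, and 1 was lower, against 0. Of 40 permuted levels, 2 gave as high a median and 0 as many higher genes, with 8 at most. The first version of this test, over all 29 presynaptic genes, gave 15 with the covariate and at most 14 with a permuted level. Whether forebrain RNA in both groups lowers these fold changes therefore stays open. With the same covariate, 6 of the 7 genes of Figure 2E were higher, against 5 without it. Of the 26 excitability genes 16 were higher, against 13. Neither of these lists was tested on its own with permuted levels.

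All 14 genes tested here and absent from the authors' comparison have a name in the deposited table that is a date in March (12 genes) or is shared by another gene (6 genes), and no other gene tested has such a name, in line with names changed to dates or merged. Of the 11 genes tested with a date in September as name, 0 were absent. Of the 14, 5 had an adjusted p under 0.01 here: March3 with a log2 fold change of 4.03, March4 with 3.63, March9 with 1.88, Mosc2 with -2.10 and March5 with -0.50.

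Syn1, Tubb3 and Neurog3, which the paper measures in other samples, had log2 fold changes of 0.88 (adjusted p = 0.295), 0.74 (adjusted p = 0.372) and -0.04 (adjusted p = 0.954) in edgeR. In GUCY2C med cells the levels of Syn1 and Tubb3 followed that of the forebrain transcript Camk2a (Pearson's r 0.985 and 0.942). The fold changes of Syn1 and Tubb3 therefore say little about GUCY2C hi cells. In those cells of mice 2 and 14, Camk2a was only 2.02 and 2.54 cpm. Syn1 had 9.88 and 9.87 cpm there, and Tubb3 5.98 and 6.78 cpm. In every GUCY2C med library Syn1 was at most 0.692 times Camk2a, and Tubb3 at most 1.0 times. At these ratios forebrain RNA falls short of accounting for either gene in mice 2 and 14. The other GUCY2C hi libraries had at least 25.2 cpm of Camk2a, and neither gene exceeded it there. No line for GFP is in the table.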
